# Chromatin de-condensation by switching substrate elasticity

**DOI:** 10.1038/s41598-018-31023-2

**Published:** 2018-08-23

**Authors:** Morgane Rabineau, Florence Flick, Claire Ehlinger, Eric Mathieu, Isabelle Duluc, Matthieu Jung, Bernard Senger, Leyla Kocgozlu, Pierre Schaaf, Philippe Lavalle, Jean-Noël Freund, Youssef Haikel, Dominique Vautier

## Abstract

Mechanical properties of the cellular environment are known to influence cell fate. Chromatin de-condensation appears as an early event in cell reprogramming. Whereas the ratio of euchromatin *versus* heterochromatin can be increased chemically, we report herein for the first time that the ratio can also be increased by purely changing the mechanical properties of the microenvironment by successive 24 h-contact of the cells on a soft substrate alternated with relocation and growth for 7 days on a hard substrate. An initial contact with soft substrate caused massive SW480 cancer cell death by necrosis, whereas approximately 7% of the cells did survived exhibiting a high level of condensed chromatin (21% heterochromatin). However, four consecutive hard/soft cycles elicited a strong chromatin de-condensation (6% heterochromatin) correlating with an increase of cellular survival (approximately 90%). Furthermore, cell survival appeared to be reversible, indicative of an adaptive process rather than an irreversible gene mutation(s). This adaptation process is associated with modifications in gene expression patterns. A completely new approach for chromatin de-condensation, based only on mechanical properties of the microenvironment, without any drug mediation is presented.

## Introduction

Cancer cells are characterized by their proliferative potential, ability to metastasize and high degree of plasticity^1^. This process requires the loss of the molecular characteristics of healthy cells and the acquisition of a new molecular signature that is not necessarily accompanied by modifications in the genomic sequence^2,3^ and called “epigenetic reprogramming”. Recent data have demonstrated the key roles of nuclear organization, chromatin structure, chromatin dynamics and histone modifications in this fundamental process^4^. Nuclear organization refers to the positions adopted by specific regions of the genome. The open, active euchromatin, which is permissive for gene activation, occupies most of the nucleus, whereas the condensed, inactive heterochromatin is limited to an irregular edge located at the nuclear periphery and around the nucleolus, as well as in patches scattered in the nucleoplasm^5^. Recent reports have recognized that chromatin remodelling towards an open chromatin structure as an early event in cell reprogramming^6^. Inhibitors of histone deacetylase and DNA methyltransferases have been identified as major routes for chromatin de-condensation^7^.

Increasing evidences supports the central role of the mechanical properties of the cellular microenvironment in cell fate^8,9^ and in nuclear activity^10^. Indeed, the Young’s modulus of the cellular microenvironment affects the chromatin organization in healthy cells, such that a soft matrix favours chromatin condensation^11,12^. This phenomenon implies that mechanical signals are transmitted across the cytoskeleton to the nucleus^13^ and ultimately propagate to chromatin, which represents a site of signal integration and interpretation for gene expression^4^.

In colon cancer, only a small fraction of cancer cells survives the shift from a relatively rigid microenvironment, sustained by the basement membrane, to the liquid lymph and blood, and to adhere again to the stiff tissue at the metastatic site (for example, 175, 918, 320, 120 and 640 Pa for basement membrane, stroma, lymph, lymph node and liver, respectively)^14^. A soft microenvironment seems to be a key parameter in the acquisition of invading properties^15–22^. We have previously shown that reducing the rigidity of an adhesion substrate leads to massive death of human SW480 colon cancer cells. However, some of these cancer cells retain the capacity to survive on soft matrices^23^. Increasing evidence supports that chromatin compaction acts as an early step in tumourigenesis, inducing the downregulation of tumour suppressor genes and activation of pro-oncogenes involved in neoplastic progression^24,25^. However, it remains unknown whether cancer cell survival relies on changes in chromatin organization, such as compaction or opening. This question has never been addressed experimentally and is the purpose of the present study. This possible relationship may provide insight into malignant transformation. For this purpose, we assayed the behaviour of SW480 cancer cells on polyelectrolyte multilayer films with an elastic modulus of 20 kPa (short-hand notation *E*_*20*_) as a selective soft substrate model for cell survival. To highlight the survival process developed by the cancer cells, cells that were resistant on *E*_*20*_ were recovered and amplified on supraphysiologically stiff culture glass slides and replated on *E*_*20*_ substrate (Fig. 1). This process was used as a model of changes in the physical environment faced by cancer cells during malignant cell dissemination. Here, we show that the initial 24 h-contact with *E*_*20*_ leads to a low rate of survival of SW480 cancer cells and that 4 consecutives glass *- E*_*20*_ cycles increase both cellular survival and cellular motility in correlation with the induction of chromatin de-condensation. This work represents a new step towards the understanding of how cancer cells resist mechanical stresses and provides a new approach for chromatin de-condensation without any drug mediation as it is based solely on mechanical cues.

**Figure 1:**
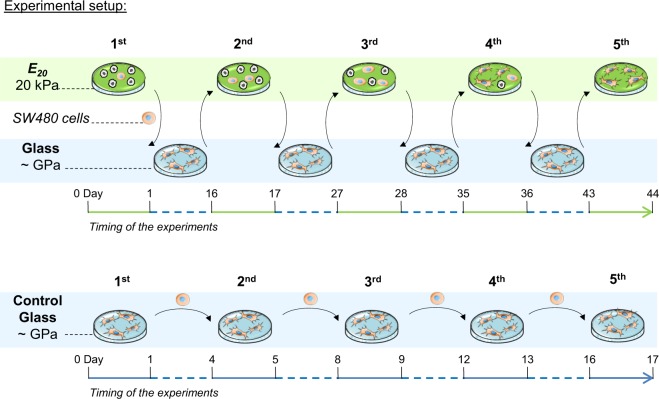
Conditions and timing of the experiments.

## Increase in cell survival by switching the substrate elasticity

To address whether cell survival on soft matrices relies on a particular chromatin conformation, we first examined the viability of SW480 cancer cells on the soft substrate model *E*_*20*_. This substrate was composed of a 24 bilayers of poly(L-lysine) alternatively deposited with a hyaluronic acid ((PLL/HA)_24_) stratum capped with a second stratum made of poly(sodium styrene sulfonate)/poly(allylamine hydrochloride) (PSS/PAH). The PLL/HA films are known to be non-adhesive to cells^26^, whereas PSS/PAH presents remarkable properties with respect to cell adhesion and cellular proliferation^27^. However, we can point out a limitation of the soft substrate as its Young modulus of 20 kPa is high compared with that of *in vivo* colon tissues (from 175 to 918 Pa^14^). It should be noted that the disparity between these two environments concerns also their dimensionality as well as their chemical compositions. Indeed, in colon, cells are in a specialized 3D tissue with cell-matrix and cell-cell anchoring not reproduced in our 2D *in vitro* substrate. Yet, our system allows non-specific adhesion unlike *in vivo* tissue that contains adhesive ligands targeting specific adhesions. Nevertheless, the main property of our system is to be selective for cell survival. This selection process can be achieved using cells cultured alternatively on our soft and rigid substrates.

In control experiments, fluorescent apoptotic-necrotic-healthy assays showed that 97% of the cells were alive when repeatedly (at least 5 times, 5^th^ glass) seeded on glass (Figs 2A and S1). Conversely, when SW480 cells were seeded for 24 h for the 1^st^ round on *E*_*20*_, the live/dead assay revealed that 93% of the cells were positive for ethidium homodimer III, indicative of massive death by necrosis, whereas only 7% of the cells survived (Fig. 2A). These cells adopted a round-shaped morphology (Fig. 2B) and failed to exhibit vinculin adhesion spots and F-actin stress fibers (Fig. 2B,E,F). We wondered whether the cells that were resistant to death retained their capacity to spread and divide when transferred back to a stiff substrate. Thus, surviving cells were isolated by trypsinization and seeded on a glass surface. The cells were able to adhere and proliferate to reach confluence after 15 days of culture while showing round or spread-shaped morphologies (Fig. S2). Following this 1^st^ *E*_*20*_ - glass sequence, SW480 cells were relocated for a second round to *E*_*20*_ (2^nd^ *E*_*20*_). Under this experimental condition, 14% of the cells survived displaying round or spread-shaped morphologies (Fig. 2B), and their cell area remained greater than on the 1^st^ *E*_*20*_ (Fig. 2C). The spread cells exhibited vinculin spots of 4.6 µm in length localized at the tip of actin microfilaments (Fig. 2B,E). Next, the SW480 cells that survived on the 2^nd^ *E*_*20*_ were transferred to glass for 10 days of amplification and cultured again for 24 h on the 3^rd^ *E*_*20*_. The percentage of surviving cells on the 3^rd^ *E*_*20*_ increased to 68% (Figs 2A and S1), and the vinculin spots at the protrusive extremities were 1.4-fold smaller than those visualized on the 2^nd^ *E*_*20*_ (3.3 µm vs 4.6 µm) (Fig. 2B,E). The cells surviving on the 3^rd^ *E*_*20*_ were seeded back on glass for 7 days, followed by a 4^th^ round of 24 h on *E*_*20*_. The surviving cells were again subjected to a 5^th^ cycle of glass-*E*_*20*_. The percentage of cells that survived the fourth seeding on *E*_*20*_ increased to 79% and finally reached 94% after the fifth seeding on *E*_*20*_, identical to the control cells continuously seeded on the glass surface (Figs 2A and S1).

**Figure 2:**
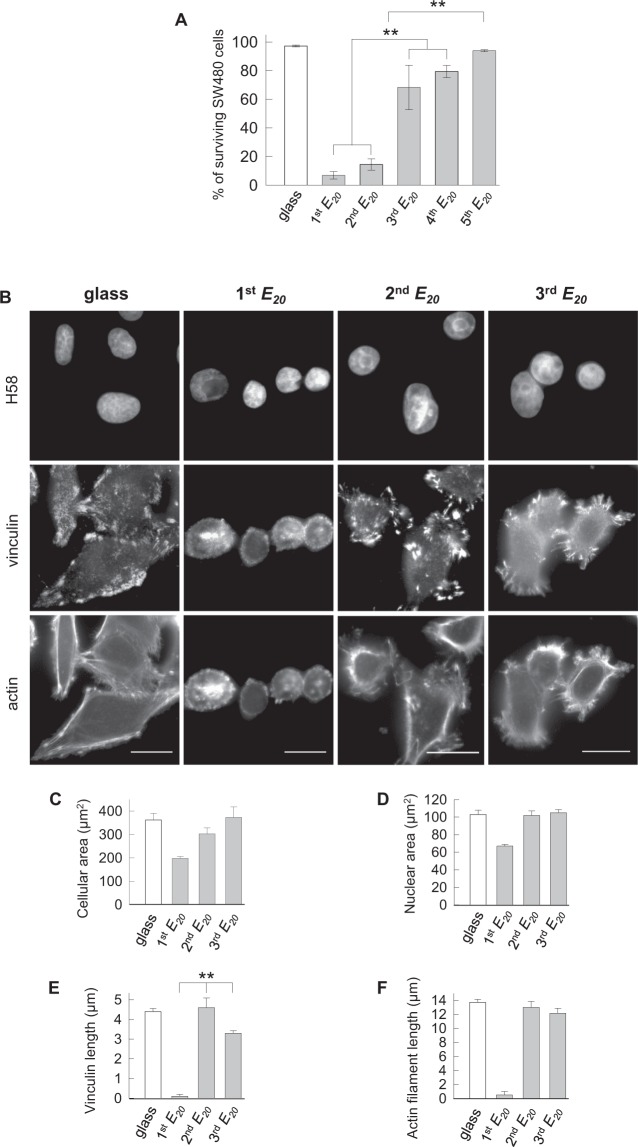
Cell survival and vinculin assembly are influenced by switching the substrate elasticity. **(A)** Percentage of surviving SW480 cells based on the S1 from three pooled independent experiments (error bars represent s.e.m.). **(B)** Representative images of cells cultured for 24 h on glass, 1^st^ *E*_*20*_, 2^nd^ *E*_*20*_ and 3^rd^ *E*_*20*_ immunolabelled with anti-vinculin counterstained with Hoechst 33258 and phalloidin. Scale bars: 10 µm. **(C)** Quantitative data for cell areas (in µm^2^), based on B, were determined using ImageJ. We used 200–300 cells for each condition (glass, 1^st^ *E*_*20*_, 2^nd^ *E*_*20*_ and 3^rd^ *E*_*20*_). **(D)** Quantitative data for nuclear areas (in µm^2^) based on B were determined using ImageJ. We used 200–300 cells for each condition. **(E)** Quantification of vinculin spots (in µm) based on B by measuring 20 contacts per cell in 20 cells for each condition. **(F)** Quantification of actin stress fibers (in µm) using ImageJ based on B by measuring the length of 20 fibers per cell in 20 cells for each condition. **(C–F)** Results for three independent experiments are shown (error bars represent s.e.m.).

## Increase in cell motility by switching substrate elasticity

We examined the behaviour of SW480 cells after successive relocation on soft and rigid matrices by testing their motility, a major feature of aggressive cancer cells. The motility of SW480 cancer cells was first analysed by live imaging over a period of 20 h on the control rigid surface (3^rd^ glass substrate). For this purpose, we defined 2 classes of cells: class 1 represented cells that exited at least once from the radius of the circle corresponding to the mean dimensions of the nuclei (that is 11.4 μm calculated from a series of 100 cells in several experiments on 2^nd^ *E*_*20*_ and 3^rd^ *E*_*20*_); class 2 represented cells which that did not exit from the circle (Fig. S3). The results are illustrated in Fig. 3A,B and Movies 1–4, and quantification of the results is shown in Fig. 2C. On glass substrate, video microscopy showed that 45% of the cells adopted the behaviour of the class 1 because they exited at least once from the virtual circle with a mean velocity of 3.4 µm/h, whereas 55% of the cells did not exit from the circle and therefore belonged to the class 2 with a mean velocity of 2.5 µm/h. As expected from the above results, on the 1^st^ *E*_*20*_, the number of living cells were observed by video microscopy was very small. Indeed, cancer cells massively died during the initial hours through a lytic process characterized by the progressive release of cytoplasmic and nuclear material in the culture medium (see Movie 2–Fig. S5). Consequently, motility parameters were not analysed at this stage. On the 2^nd^ *E*_*20*_, live cell imaging (Fig. 3A–C, Movie 3) showed that the percentages of cells in both classes 1 and 2 (46 and 53% for class 1 and class 2, respectively) were similar to those on the glass substrate (45 and 55% for class 1 and 2, respectively), whereas the mean velocity was 2.3 times higher for the class 1 (5.7 vs 3.4 µm/h on 2^nd^ *E*_*20*_ and glass, respectively) and 1.7 times higher for class 2 (4.2 vs 2.5 µm/h on 2^nd^ *E*_*20*_ and glass, respectively). Moreover, on the 2^nd^ *E*_*20*_, interphase cells were able to alter their morphology several times from a round to spread shape with filopodial extensions and retracting protrusions (Fig. 3A, Movie 3). These changes in cellular morphologies seemed to be used by the cells for movement. Of note, this behaviour contrasted with that of the cells on glass, which, once spread, do no longer changed their morphology (Fig. 3A, Movie 1). As the rates of cell survival on the 3^rd^ and 4^th^ *E*_*20*_ were similar (Fig. 3A), cell motility was tested only on the 3^rd^ *E*_*20*_. In this condition, the percentage of class 1 cells increased compared with that for glass (82 vs 45%, respectively) and that for the 2^nd^ *E*_*20*_ substrate (82 vs 46%, respectively), although their mean velocity remained unchanged compared with that for class 1 cells on the 2^nd^ *E*_*20*_ (6 vs 5.7 µm/h). As in the 2^nd^ *E*_*20*_, interphase cells on the 3^rd^ *E*_*20*_ were able to change several times from round to spread morphologies with filopodial extensions and retracting protrusions (Fig. 3 Movie 3). On the 2^nd^ *E*_*20*_ the reduced percentage of motile cells was associated with cells exhibiting large spots of vinculin. Conversely, on the 3^rd^ *E*_*20*,_ the higher percentage of motile cells corresponded to cells exhibiting smaller vinculin spots. In accordance, it has been previously reported that adhesion strength modulates migration speed by spatiotemporal feedback between actomyosin and focal-adhesion^28^ and that enlarged adhesions are accompanied by reduced cancer cells migration^29^. Therefore, the successive relocation on soft matrices led to the progressive increase in cell velocity and motility.

**Figure 3:**
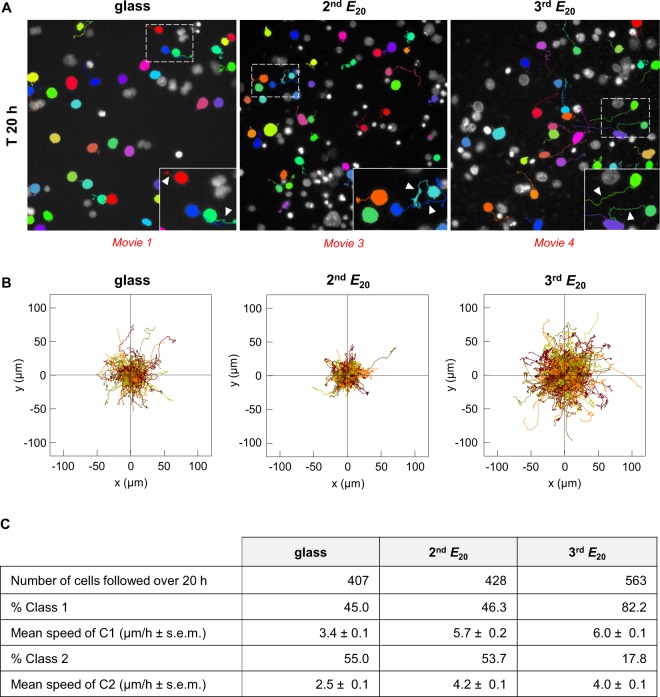
Cell motility influenced by switching the substrate elasticity. Motility of SW480 cells after successive seeding on soft substrate. **(A)** Time-lapse monitoring representative images of cells cultured on glass, 2^nd^ *E*_*20*_ and 3^rd^ *E*_*20*_ for 20 h. Inset: enlargement of the white dotted panel. Arrowhead: coloured cellular trajectory. **(B)** Cell trajectories from A by NIS-Elements 3D tracking. **(C)** Number of cells analysed, percentage of cells in class 1 and class 2, and mean speed of these cells, from A. The results from two pooled independent experiments for each condition.

## Chromatin de-condensation by switching substrate elasticity

We next explored whether these cellular behaviours relied on a particular chromatin conformation. To address this issue, the nuclei of SW480 cells undergoing successive glass *-E*_*20*_ cycles were observed by transmission electron microscopy (TEM) (Fig. 4A,B). On control glass substrate (1^st^ glass and 4^th^ glass substrates), SW480 cells displayed euchromatin uniformly distributed within the nucleus, with a thin layer of heterochromatin at the nuclear periphery. Quantification indicated a heterochromatin content of 16% and 15% of the nuclear chromatin, for respectively, 1^st^ and 4^th^ glass conditions. On the 1^st^ *E*_*20*_, surviving cells showed an increased content of heterochromatin, which rose to 21%, localized at the nuclear periphery, as well as discrete nuclear patches. These heterochromatin features are well-known manifestations of colorectal cancer cells, in which heterochromatin localization shows a loss of its typical peripheral association with the nuclear envelope and an increase in chromatin compaction^24,25,30,31^. A similar chromatin pattern was displayed by cells on the 2^nd^ *E*_*20*_, with heterochromatin either at the nuclear periphery or within discrete nuclear patches representing 20% of the total chromatin content. In clear contrast to these results, TEM analysis of cells on the 3^rd^ *E*_*20*_ showed no discrete patches of heterochromatin throughout the nucleus and no obvious enrichment of heterochromatin at the nuclear periphery. Consequently, the percentage of heterochromatin dropped to approximately 7%. Like to the 3^rd^ *E*_*20*_, cells on the 4^th^ *E*_*20*_ were characterized by the absence of discrete patches of heterochromatin and a very thin layer of heterochromatin at the nuclear periphery representing 6% of the total chromatin.

**Figure 4:**
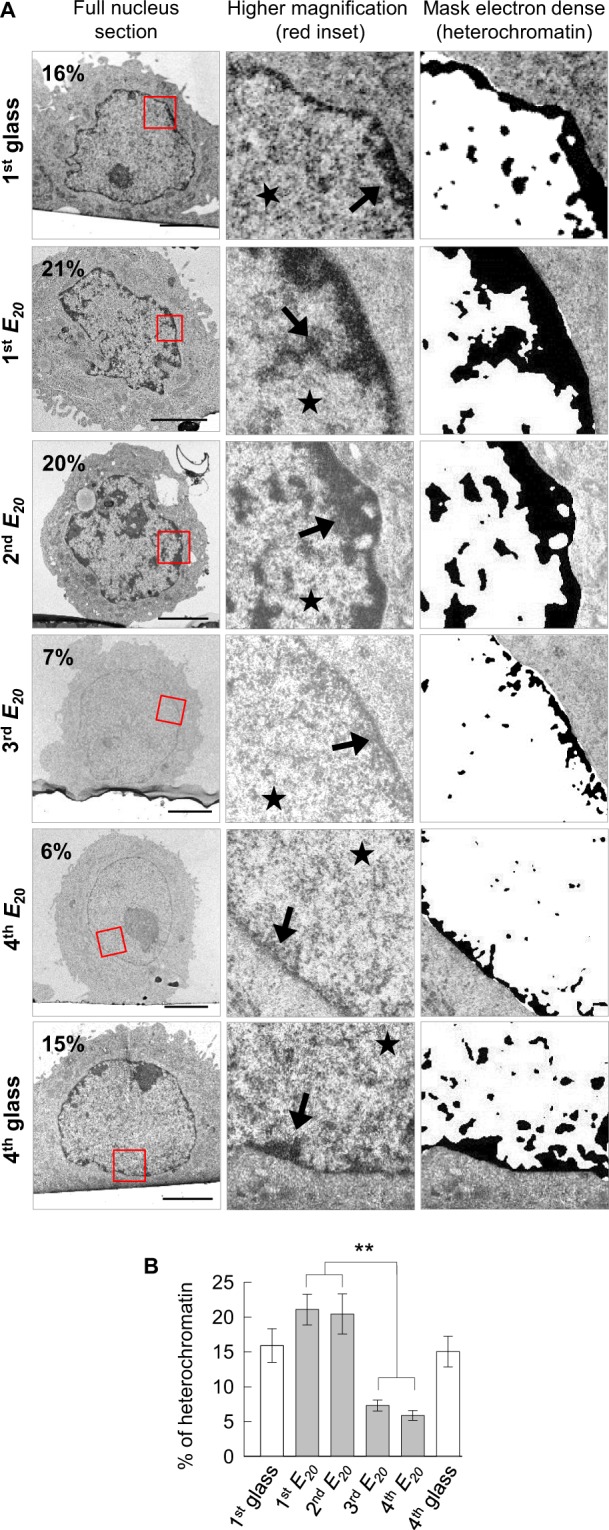
Chromatin de-condensation by switching the substrate elasticity **(A)** Representative ultrastructural images of cells after 24 h of culture on 1^st^ glass, 1^st^ *E*_*20*_, 2^nd^ *E*_*20*_, 3^rd^ *E*_*20*_, 4^th^ *E*_*20*_, and 4^th^ glass. Scale bars: 5 µm, arrow: heterochromatin, star: euchromatin, **(B)** Percentage of heterochromatin in the nucleus of approximately 20 cells for each condition, from A, for two pooled independent experiments (error bars represents s.e.m.).

These results underline a remarkable reorganization of the cancer cell chromatin with a high proportion of heterochromatin after the 1^st^ and 2^nd^ relocation on *E*_*20*_ and a strong chromatin de-condensation after the 3^rd^ and 4^th^ relocation on *E*_*20*_.

## Survival and motility are chromatin conformation-dependent

We further explored the hypothesis that increased of cell survival and motility on soft substrates might be linked to cell chromatin de-condensation. For this purpose, we artificially de-condensed the chromatin of cells on the 1^st^ and the 2^nd^ relocation on *E*_*20*_. Thus, the cells were treated with trichostatin A (TSA), a drug that inhibits histone deacetylases, during the 1^st^ or 2^nd^ steps on *E*_*20*_ with the aim of maintaining chromatin in the euchromatin form.

TEM analysis of cells on the 1^st^ *E*_*20*_ + TSA and 2^nd^ *E*_*20*_ + TSA revealed a strong reduction in compacted heterochromatin at the nuclear envelope or in nucleoplasmic patches compared with that for the corresponding untreated cells (1^st^ *E*_*20*_ + TSA 2.4% vs 1^st^ *E*_*20*_ 21%, and 2^nd^ *E*_*20*_ + TSA 5% vs 2^nd^ *E*_*20*_ 20%) (Fig. 5A,B). At the ultrastructural level, the de-condensed chromatin induced by mechanical means appeared to be very similar to those obtained chemically by TSA and at equivalent rates (21 to 6% heterochromatin by mechanics and 5% by TSA) and similarly to the molecule CYT296^32^.

**Figure 5:**
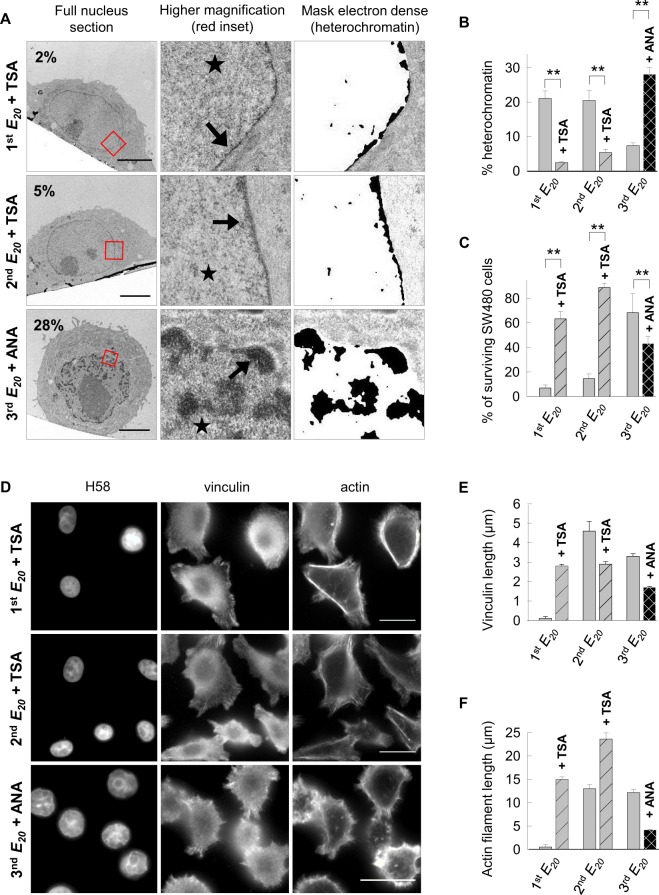
Cell survival is chromatin conformation-dependent **(A)** Representative ultrastructural images of cells after 24 h of culture on the 1^st^ *E*_*20*_ + TSA, 2^nd^ *E*_*20*_ + TSA and 3^rd^ *E*_*20*_ + ANA. Scale bars: 5 µm, arrow: heterochromatin, star: euchromatin. **(B)** Percentage of heterochromatin in the nucleus of approximately 20 cells for each condition, from A, for two pooled independent experiments (error bars represents s.e.m.). **(C)** Percentage of surviving SW480 cells from S4 for two or three pooled independent experiments (error bars represent s.e.m.). **(D)** Representative images of cells cultured for 24 h on 1^st^ *E*_*20*_ + TSA, 2^nd^ *E*_*20*_ + TSA and 3^rd^ *E*_*20*_ + ANA immunolabelled with anti-vinculin andcounterstained with Hoechst 33258 and phalloidin. Scale bars: 10 µm. **(E)** Quantification of vinculin spots (in µm) based on D by measuring 20 contacts per cell in 20 cells for each condition. (**F**) Quantification of actin stress (in µm) using ImageJ based on D by measuring the length of 20 actin stress fibers per cell in 20 cells for each condition. **(D–F)** Results for three independent experiments (error bars represent s.e.m.).

Furthermore, on the 3^rd^ relocation on *E*_*20*_, to maintain chromatin in the heterochromatin form, we artificially condensed the chromatin of cells with anacardic acid (ANA) and investigated the resulting consequences on cell survival and motility. ANA is an inhibitor of p300 and p300/CBP-associated factor histone acetyltransferases^33^.

Cells on the 3^rd^ *E*_*20*_ + ANA exhibited a higher proportion of heterochromatin than that for untreated cells on the 3^rd^ *E*_*20*_ (28 vs 7%) (Fig. 5A,B). Consistently, immunofluorescence analyses of cells using antibodies specific for nuclear acetylated histone H3K14 on the 3^rd^ *E*_*20*_ + ANA showed poor staining with these antibodies compared with that of the untreated cells, revealing a low level of Lys14 acetylation of histone H3 (Fig. S4A,B). These observations attested to the efficacy of the treatments with ANA. Next, we addressed the distribution of vinculin and actin proteins by immunofluorescence (Fig. 5D–F). On the 1^st^ *E*_*20*_ + TSA, the treatment prevented the loss of vinculin spots (2.8 µm in length) and actin fibers (15 µm), in contrast to the untreated cells on the 1^st^ *E*_*20*_. Upon TSA treatment on the 2^nd^ *E*_*20*_, the cell area increased 2 times compared with that of the untreated cells on the 2^nd^ *E*_*20*_ (2^nd^ *E*_*20*_ + TSA 630µm^2^ vs 2^nd^ *E*_*20*_ 303µm^2^). Of note, on the 2^nd^ *E*_*20*_ + TSA, the vinculin spots decreased 2 times compared with those on the 2^nd^ *E*_*20*_ (2.9 vs 4.6 µm). Treatment of cells seeded on the 3^rd^ *E*_*20*_ with the HAT inhibitor ANA led to a decrease in length of the vinculin spots (1.7 vs 4.4 µm) and actin length (4.2 vs 13.7 µm), respectively, by 2, 2.5 and 3 times compared with that for the untreated cells on the 3^rd^ *E*_*20*_ (Fig. 5A,B,D,E). To strengthen these observations, we investigated the consequences of these treatments on cell survival and cell motility. Fluorescent apoptotic-necrotic-healthy assays showed that treatment with TSA compared with untreated cells increased the rate of surviving cells on the 1^st^ *E*_*20*_ and 2^nd^ *E*_*20*_ (1^st^ *E*_*20*_ + TSA 63% vs 1^st^ *E*_*20*_ 6% and 2^nd^ *E*_*20*_ + TSA 88% vs 2^nd^ *E*_*20*_ 14%). Conversely, the rate dropped from 68 to 43% on the 3^rd^ *E*_*20*_ treated with ANA compared with that for the untreated cells (Figs 5C and S4C). These results indicate that cell death induced by seeding on soft substrate and the progressive survival resulting from consecutive passages on the soft substrate are functionally related to the changes in the heterochromatin/euchromatin balance imposed by the culture conditions.

Based on these results, we investigated whether the mobility of cells on soft matrices is functionally related to the chromatin conformation by performing time-lapse experiments (Fig. 6A–C and Movies 5–7). Incubation of the cells on the 1^st^ *E*_*20*_ with TSA showed 59% of motile cells in class 1 with a mean velocity of 6.1 µm/h. Movie 5 revealed that on the 1^st^ *E*_*20*_ + TSA, interphase cells were able to alter their morphology several times from a round to spread shape. On the 2^nd^ *E*_*20*_ + TSA, the number of motile cells increased by 1.3 and their mean velocity by 2 times (12.8 vs 5.7 µm/h) compared with that for cells on the 2^nd^ *E*_*20*_ without TSA. Cells on the 2^nd^ *E*_*20*_ + TSA were able to alternate round and spread morphologies like the untreated cells on the 2^nd^ *E*_*20*_ (Movie 6). In complementary experiments performed using cells on the 3^rd^ *E*_*20*_ treated with the HAT inhibitor ANA, the number of motile cells of class 1 slightly decreased compared with that for the 3^rd^ *E*_*20*_ (73 vs 82%), while the cells were still able to alter their morphology (Movie 7).

**Figure 6:**
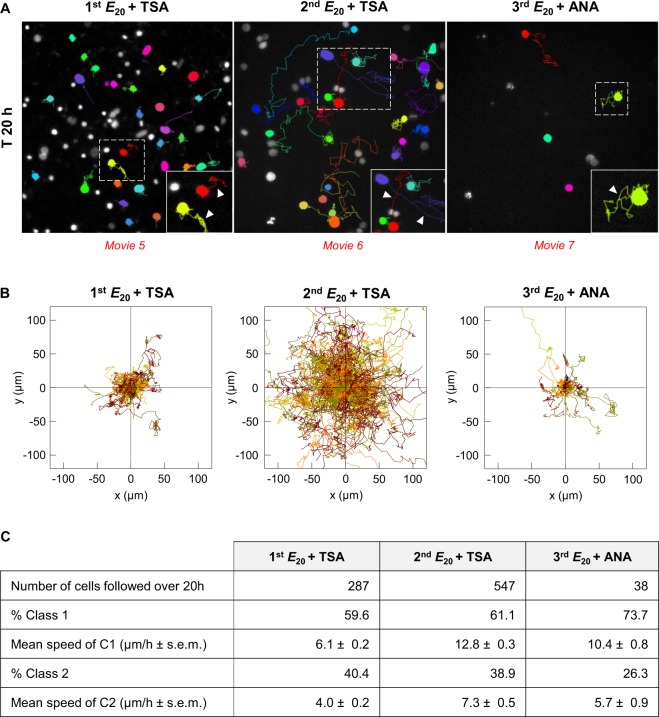
Cell motility is chromatin conformation-dependent. **(A)** Time-lapse monitoring representative images of cells cultured on 1^st^ *E*_*20*_ + TSA, 2^nd^ *E*_*20*_ + TSA and 3^rd^ *E*_*20*_ + ANA for 20 h. Inset: enlargement of the white dotted panel, arrowhead: coloured cellular trajectory. **(B)** Cell trajectories, from A, by NIS-Elements 3D tracking. **(C)** Number of cells analysed, percentage of cells in class 1 and class 2 and mean speed of these cells, from A. The Results from two pooled independent experiments for each condition. Class 1 speed of 1^st^ *E*_*20*_ + TSA vs 2^nd^ *E*_*20*_ + TSA vs 3^rd^ *E*_*20*_ + ANA: **.

## Reversible adaptation of chromatin de-condensation

We demonstrated above that cancer cell survival and motility strongly depend on the chromatin de-condensation and that this phenomenon can be induced either chemically by treatment with TSA or purely mechanically by bringing cells successively and alternatively in contact with soft and hard substrates. Three hypotheses could be considered to account for this phenomenon: either (*i*) pre-existing cancer cells with the capacity to survive on soft substrate were selected during the first seeding on *E*_*20*_, or (*ii*) the survival of cancer cell on *E*_*20*_ was achieved via one or more genetic mutations, or (*iii)* survival resulted from a progressive adaptation linked to epigenetic modification of the chromatin in response to the mechanical change in the environment. In support of the second hypothesis, we have previously reported that SW480 cells display an increasing frequency of chromosomal segregation abnormalities when cultured on synthetic matrices with low stiffness and that a small proportion of cells surviving on *E*_*20*_ can undergo mitosis and a new cycle of replication even when bearing abnormal chromosome segregation^23^; thus, these cells could generate new chromosomal rearrangements that confer the capacity to survive on *E*_*20*_. However, this hypothesis, similar to first one, would imply that once surviving cells have been selected from the original population (according to the first hypothesis) or have emerged through mutation(s) (according to the second hypothesis), then the ability to survive on soft substrate should be irreversibly acquired and shared by almost all the cells in culture. To challenge this hypothesis, we have investigated the rate of cell survival on *E*_*20*_ after a previous seeding on 1^st^ *E*_*20*_ (cells characterized by a high level of heterochromatin), but without any intermediary step on glass. In this case, we observed that none of the cells did survive but instead, all of them died by necrosis (Fig. 7A,B). Moreover, when the same experiment was conducted using cells from the 4^th^ passage on *E*_*20*_ (cells characterized by a high level of euchromatin) transferred to the next *E*_*20*_ without an amplification step on glass, they underwent massive death by necrosis (4^th^ *E*_*20*_ - *E*_*20*_, Figs 7B and S6D). These observations prompted us to investigate what is the conformation of the chromatin in cells during these intermediate phases. TEM analysis showed that the cells that reached confluence on glass at the end of the 1^st^ *E*_*20*_ - glass, 2^nd^ *E*_*20*_ - glass, 3^rd^ *E*_*20*_ - glass and 4^th^ *E*_*20*_ - glass cycles exhibited euchromatin that was uniformly distributed within the nucleus with only a thin layer of heterochromatin at the nuclear periphery (Fig. 7C). The percentage of heterochromatin was, respectively, 13, 12, 13 and 10%, which is in the same range as in control cells continuously plated on glass (Fig. 4), but lower than the high percentage in cells on the 1^st^ *E*_*20*_ and 2^nd^ *E*_*20*_, and higher than the low percentage in cells on the 3^rd^ *E*_*20*_ and 4^th^ *E*_*20*_ (Fig. 7D). Taken together, these data show that although human colon cancer cells SW480 acquire the capacity to survive on soft substrates by successive passages on *E*_*20*_ - glass, this property is reversible and progressively increases with the number of passages on *E*_*20*_ - glass. We cannot formerly rule out that the sequential passages on soft and stiff substrates could lead to the selection of a resistant cell population involving the occurrence of gene mutations. This would require repeated exposures to the mechanical stress induced by the soft substrate. Consequently, the cells would gain irreversible capacity to survive on the soft substrate even without intermediate passages on a stiff substrate. In contrast, in our model, cells, even after their 4^th^ passage on a soft substrate, cannot survive the next step on a soft substrate unless they undergo an intermediate passage on a stiff substrate. Thus, the observations reported here support the hypothesis that the survival capacity acquired on a soft substrate reflects an adaptive process rather than the selection of a resistant cell population.

**Figure 7:**
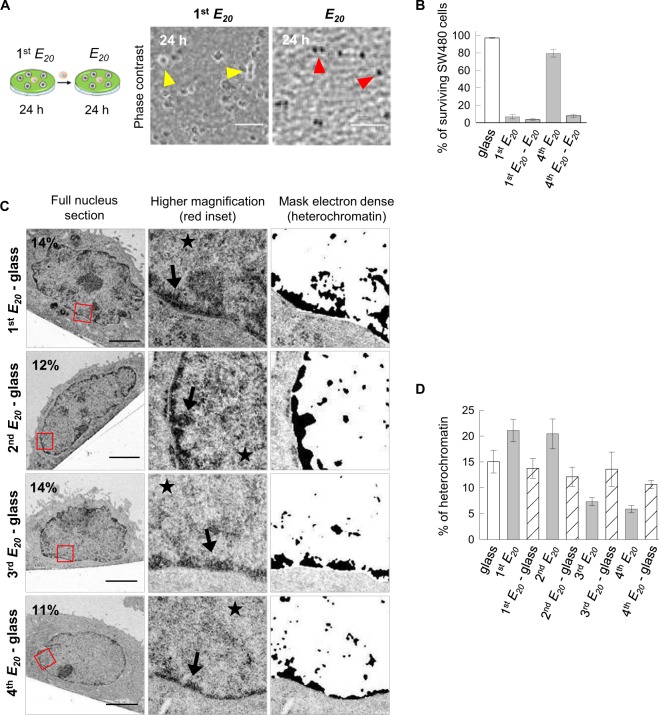
Reversible adaptation of chromatin de-condensation. **(A)** Representative images acquired by phase contrast microscopy: 1^st^ *E*_*20*_ cells cultured for 24 h on *E*_*20*_. Yellow arrowhead: refractive objects corresponding to surviving cells; *E*_*20*_ cells cultured on the 1^st^ *E*_*20*_ for 24 h and transferred to new *E*_*20*_ for 24 h without an intermediate step on glass. Red arrowhead: non-refractive objects corresponding to necrotic cells. Scale bars: 100 µm. **(B)** Percentage of surviving SW480 cells from S4D for two independent experiments (the error bars represent the s.e.m.). **(C)** Representative ultrastructural images of cells cultured on 1^st^ *E*_*20*_ - glass, 2^nd^ *E*_*20*_ - glass, 3^rd^ *E*_*20*_ - glass and 4^th^ *E*_*20*_ - glass. Scale bars: 5 µm. **(D)** Percentage of heterochromatin in the nucleus of approximately 20 cells for each condition from C for two pooled independent experiments (error bars represents s.e.m.).

Furthermore cells growing continuously on hard substrate and those grown on a consecutives soft/hard substrate eventually exhibit similar behaviours. However, cells with soft/hard cycles might be endowed with a mechanical memory that predisposes them to survive the next seeding on the soft substrate. In agreement with our results, a mechanical memory has also been proposed for mesenchymal stem cells (MSCs) by switching the biophysical microenvironment^34,35^, or through changes in chromatin condensation for MSCs cultured on nanofibrous scaffolds and subjected to dynamic tensile loading^15^.

## Adaptation with changes in the gene expression profile

Since chromatin organization is related to gene expression, we compared the transcriptome of SW480 cells at the end of the 4^th^ *E*_*20*_ - glass step with cells continuously seeded on glass (4^th^ glass - glass). This experiments led to the identification of 2871 differentially expressed genes (fold change > 1.3; adjusted p-value < 0.01), representing 11.57% of the transcripts identified in this study (Supplementary Table 1). 

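The transcriptome was measured by mRNA sequencing in SW480 cells, an established line from a human colorectal adenocarcinoma. The 6 libraries comprised 3 of cells collected on glass after the 4th seeding on E20 (4th E20 - glass) and 3 of cells continuously seeded on glass (4th glass - glass). E20 is a polyelectrolyte film with an elastic modulus of 20 kPa, on which the cells stayed for 24 h at each of the 4 seedings before amplification on glass. The methods give 1 week of amplification before collection, whereas the sample labels give 2 weeks. The results name the controls 4th glass - glass, whereas the methods state that they were seeded 5 times on glass. A protocol in the labels writes SW380 for the control cells, whereas the labels give SW480 as the cell line of each sample, as the paper does for this comparison. The amount of RNA and the library kit also differ between the methods and the labels: the labels describe a strand-specific kit and the methods an RNA kit without that term. The paper states that the samples were sequenced on a single flow cell. The names of the deposited data carry a mark that has one value in every control and another in every 4th E20 - glass library; its meaning is not given, so that a difference in preparation or sequencing that follows it cannot be told apart from the condition.
The authors mapped the reads to hg38 with TopHat and Bowtie, kept uniquely aligned reads and deposited HTSeq counts per Ensembl gene. The submitters' processing notes give TopHat2 version 2.0.14, another release than the methods. The strand setting of the counting and the release of the gene annotation are not given in the sources used here, so that reads of overlapping genes on opposite strands cannot be assigned with certainty. The counts assigned to genes were 38221914, 55550946 and 56263141 in the control libraries and 43493911, 55478175 and 46381570 in the 4th E20 - glass libraries. These counts were scaled by the trimmed mean of M values (TMM) and to a common library size (CPM), and 18760 genes passed the filter on low counts. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the thresholds of the paper. The paper itself used the statistical method of Anders and Huber. Positive log2 fold changes are higher in 4th E20 - glass. With 3 libraries per group, an exact permutation test of a single gene cannot give a two-sided p below 0.1.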

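In the deposited counts, 1839 genes were higher and 1385 were lower in 4th E20 - glass than in 4th glass - glass, a total of 3224 differentially expressed genes at a fold change over 1.3 and an adjusted p under 0.01 from edgeR. Most of these changes were moderate, with a median absolute log2 fold change of 0.67, and 846 genes changed by more than a log2 fold change of 1 in either direction (669 higher and 177 lower). Of the 3224 genes, 2769 encode proteins and 325 are long non-coding RNAs.
The genes with the largest changes were taken among those with a symbol, at least 5 CPM in the higher group and groups that do not overlap. Some genes below this level had larger fitted changes. Among the rises were those of TRPV6, an epithelial calcium channel (log2 fold change 2.78, standard error 0.16, adjusted p = 2.5e-07 from edgeR), ROBO1, a receptor for SLIT guidance proteins (2.62, standard error 0.13), and LRRC32, which anchors latent TGF-beta at the cell surface (2.59, standard error 0.18). The epsilon-globin gene HBE1 (chromosome 11 of hg38, 5268345 to 5505652) and the olfactory receptor gene OR51B5 (5303444 to 5505652) had log2 fold changes of 2.82 (standard error 0.10) and 2.56 (standard error 0.14). They overlap on the same strand, so that their counts are uncertain. SPNS2, TRDC and TENM2 each overlap another gene on the opposite strand. TRDC, the constant segment of the T-cell receptor delta chain, rose by 2.81 (standard error 0.13), AZGP1, which encodes a zinc-binding glycoprotein, by 2.45 (standard error 0.15), SPNS2, a sphingosine-1-phosphate transporter, by 2.28 (standard error 0.20) and PSD2, which carries a pleckstrin homology domain, by 2.28 (standard error 0.20). MACC1 was also among the 10 largest rises at this level of expression.
The largest fall among genes of at least 5 CPM was that of LCN2, the iron-siderophore carrier lipocalin 2 (chromosome 9, 128149071 to 128153453). Its normalized count fell from 315 ± 107 CPM (SD, n = 3) in the controls to 32.3 ± 5.4 (SD, n = 3), a log2 fold change of -3.29 (standard error 0.20, adjusted p = 3.3e-07 from edgeR). The extracellular matrix gene SPON1 had a log2 fold change of -2.85 (standard error 0.18), the transmembrane protein gene TMEM200A -2.51 (standard error 0.15), the GATA-type repressor TRPS1 -2.42 (standard error 0.15) and SGPP2, a sphingosine-1-phosphate phosphatase, -2.38 (standard error 0.10). CTSS, the lysosomal protease cathepsin S, had a log2 fold change of -2.03 (standard error 0.12), the secreted signal SHH -1.88 (standard error 0.13), the teneurin TENM2 -1.64 (standard error 0.12), the ecto-nucleotidase NT5E (CD73) -1.63 (standard error 0.09) and LRRC8C, a subunit of volume-regulated anion channels, -1.61 (standard error 0.13). By the rule of choice, every library of one group lay above every library of the other in each of these genes.
The 3224 genes are 8.89% of the 36282 genes with at least 1 count in any library and 17.2% of the 18760 genes tested. The groups did not overlap in 48.2% of tested genes, against 10% by chance. Scaling by library totals alone gave 2223 genes higher and 799 lower, so that 73.6% of the differentially expressed genes were higher, against 57.0% with TMM. Leaving out replicate 2 of the controls gave 2047 genes, and leaving out replicate 2 or replicate 3 of 4th E20 - glass gave 2107 or 2078.

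**Figure D1:**
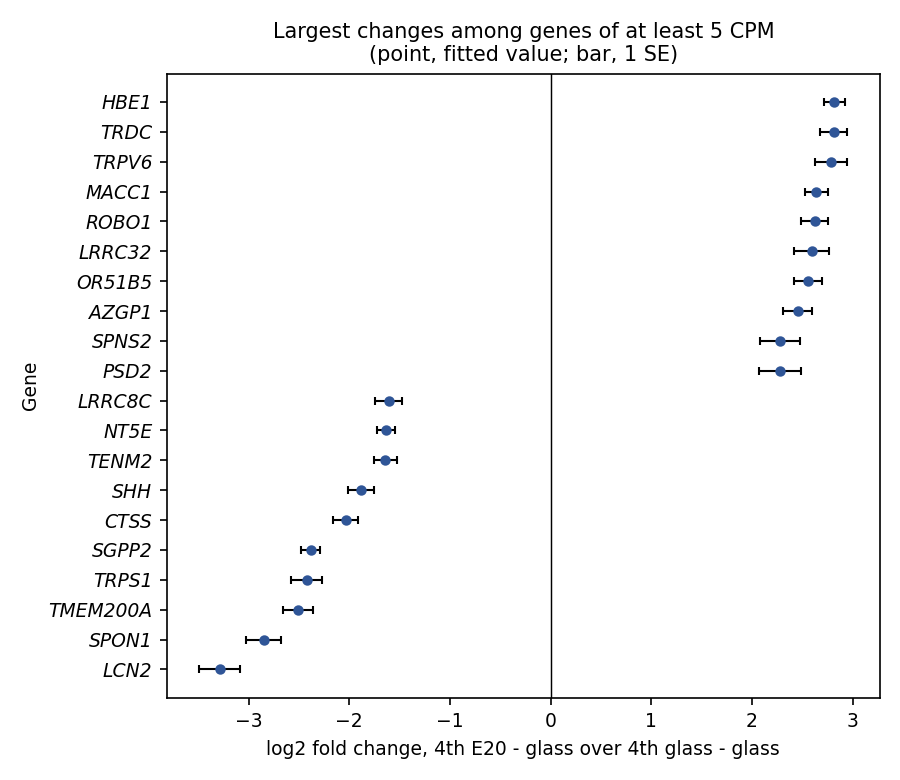
Log2 fold change (4th E20 - glass over 4th glass - glass) of the 10 genes with the largest rises and the 10 with the largest falls among genes with at least 5 CPM in the higher group and groups that do not overlap; points are the fitted values of edgeR and bars are 1 standard error, n = 3 libraries per group. The rises lie between 2.28 (PSD2) and 2.82 (HBE1) and the falls between -1.61 (LRRC8C) and -3.29 (LCN2).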

Functional annotation clustering identified terms related to protein interaction, cell adhesion and cytoskeleton, cell signalling and gene transcription (Fig. 8A). 

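The share of differentially expressed genes was highest in the bZIP transcription factors (16 of 50 tested members, 32.0%), the kinesins (14 of 44, 31.8%) and the Rho guanine-nucleotide exchange factors (18 of 62, 29.0%), against 17.2% of the other tested genes. These families passed a one-sided Fisher's exact test at an adjusted p under 0.05, with an adjusted p of 0.033 in each case over the 7 families and odds ratios of 2.27 for the bZIP factors, 2.25 for the kinesins and 1.98 for the Rho exchange factors. The families stand for the 7 clusters of Fig. 8A. Their members were listed from general knowledge before the data were examined, since the genes of each cluster are not named in the paper's text. The paper drew these clusters from the genes that it called in the same samples, so that this test is not independent of them.
Among the kinesins, 10 were higher and 4 were lower (10 and 7 when adjusted over the list alone). The neuronal transport kinesin KIF5A had a log2 fold change of 1.37 (standard error 0.30, adjusted p = 0.0035 from edgeR) and KIF12 of 1.06 (standard error 0.26), while the mitotic kinesins CENPE and KIF4A had log2 fold changes of -0.60 (standard error 0.09) and -0.58 (standard error 0.09). KIF5A and KIF12 were weakly expressed, at 0.31 and 0.71 CPM in the controls and 0.80 and 1.50 CPM in 4th E20 - glass. Of the Rho guanine-nucleotide exchange factors, 13 were higher and 5 were lower (14 and 5 adjusted over the list alone). ARHGEF26 had a log2 fold change of 1.25 (standard error 0.18) and PREX1 of 0.90 (standard error 0.14), and NET1 had a value of -0.73 (standard error 0.07). ARHGEF7, with a log2 fold change of -0.66 (standard error 0.08), lies on chromosome 13, whose tested genes had a median log2 fold change of -0.46.
The other families did not pass this test. Of the SH3-domain adaptors and scaffolds, 28 of 131 were differentially expressed (adjusted p = 0.17 from Fisher's exact test), 14 in each direction (18 higher and 14 lower adjusted over the list alone). They included PSTPIP1 with a log2 fold change of 1.94 (standard error 0.27) and, among the lower genes, PSTPIP2 with -0.88 (standard error 0.11) and GRAP with -0.87 (standard error 0.12). The pleckstrin homology-domain proteins counted 25 higher and 9 lower genes among 157 (adjusted p = 0.15; 25 and 10 adjusted over the list alone), with PLCH2, a phospholipase C, at a log2 fold change of 2.27 (standard error 0.37), FERMT1, the integrin activator kindlin-1, at -1.05 (standard error 0.09) and the adaptor GAB3 at -1.67 (standard error 0.39). In cell-cell adhesion and adherens junctions, 8 of 76 genes were higher and 6 lower (adjusted p = 0.43; 9 and 6 adjusted over the list alone). FAT3 and NCAM1 rose by 1.71 (standard error 0.38) and 1.23 (standard error 0.11) on the log2 scale, and CDH11 and NECTIN3 fell by 3.17 (standard error 0.35) and 1.39 (standard error 0.13). For microtubule and microtubule-binding proteins, 16 of 124 were higher and 9 lower (adjusted p = 0.26; 17 and 10 adjusted over the list alone), with TPPP3 at 2.40 (standard error 0.34) and TPPP at 1.36 (standard error 0.22). The lowest were DCLK1 at -1.41 (standard error 0.08) and the kinetochore gene SKA3 at -0.90 (standard error 0.09), both on chromosome 13. Several of the genes named here were weakly expressed in the controls and in 4th E20 - glass. These were PLCH2 (0.18 and 0.93 CPM), GAB3 (0.46 and 0.14), FAT3 (0.17 and 0.58), CDH11 (1.40 and 0.15), TPPP3 (0.15 and 0.81) and PSTPIP1 (0.45 and 1.80).
The calls of the bZIP, kinesin and Rho exchange factor families ended at an adjusted p under 0.05 for the genes (adjusted p = 0.092 each), that of the Rho exchange factors also with a logistic regression on mean log2 CPM (odds ratio 1.68, adjusted p = 0.078) or without the genes of chromosome 13 (odds ratio 1.92, adjusted p = 0.055), and that of the kinesins with offsets for GC content and transcript length (odds ratio 1.27, adjusted p = 0.32), without replicate 2 of the controls (adjusted p = 0.26) and without replicate 2 or 3 of 4th E20 - glass (adjusted p = 0.20 and 0.32). The other families passed without the filter on low counts (adjusted p of 0.035 or lower), the SH3-domain proteins also without replicate 2 or 3 of the controls or any 1 of the 4th E20 - glass libraries (adjusted p between 0.010 and 0.046), the pleckstrin homology-domain proteins without replicate 1 or 3 of the controls (adjusted p = 0.014 and 0.010) and the microtubule proteins without replicate 3 of the controls (adjusted p = 0.010).

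**Figure D2:**
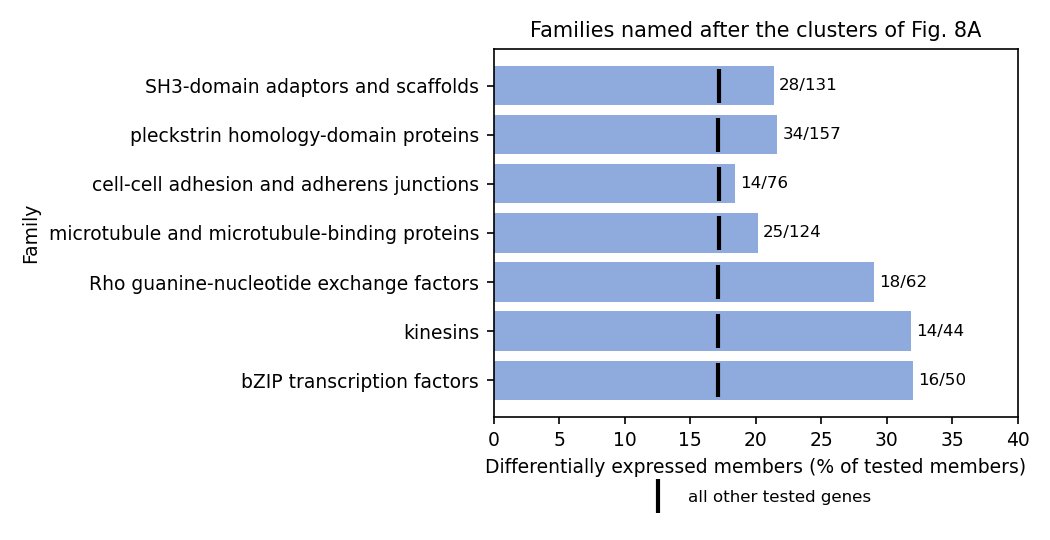
Share of differentially expressed genes (horizontal axis, percent of tested members) in the families listed after the clusters of Fig. 8A. Bars are the families, labels give differentially expressed over tested members, and the vertical marks give the share among all other tested genes; the bZIP factors (32.0%), kinesins (31.8%) and Rho exchange factors (29.0%) reach the highest shares, against 17.2% of the other genes.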

GO term analysis revealed that 27.83% (799/2871) of the genes were related to the “nucleus”, 19.71% (566/2871) to “acetylation”, and 11.04% (317/2871) to “transcription”. Among the transcription factor genes were bZIP factors, which were either upregulated (Maf, MafB, Bach2, and JunB) or downregulated (Nfe2l3). 

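Of the 50 tested bZIP genes, 14 were higher and 2 were lower in 4th E20 - glass (14 and 2 adjusted over the list alone). The list as a whole was called higher than the other genes at a preset correlation between genes (camera adjusted p = 0.012). It was not called with an estimated correlation (camera adjusted p = 0.54). With the preset correlation, the real groups called 11 of the 41 lists, and groupings of the libraries that mixed the conditions called 5 to 13. BACH2, a partner of the small MAF proteins in transcription repression (chromosome 6 of hg38, 89926528 to 90296843), was at 3.74 ± 0.24 CPM (SD, n = 3) against 1.31 ± 0.38 (SD, n = 3) in the controls. Its log2 fold change was 1.48 (standard error 0.19, adjusted p = 7.9e-05 from edgeR). MAFB (chromosome 20, 40685848 to 40689236) rose from 7.99 ± 0.60 to 12.5 ± 1.2 CPM (SD, n = 3 in each group), a log2 fold change of 0.65 (standard error 0.11, adjusted p = 6.4e-04 from edgeR). MAF (chromosome 16, 79585843 to 79600737) was weakly expressed, at 1.43 ± 0.34 against 0.646 ± 0.176 CPM (SD, n = 3 in each group). This gave a log2 fold change of 1.12 (standard error 0.26, adjusted p = 0.0049 from edgeR), which did not pass the threshold without replicate 2 of the controls or without replicate 2 or 3 of 4th E20 - glass (adjusted p = 0.016, 0.033 and 0.016 from edgeR).
JUNB, a component of AP-1 (chromosome 19, 12791486 to 12793315), was at 13.8 ± 2.0 CPM against 10.5 ± 2.9 in the controls (SD, n = 3 in each group). The difference had a log2 fold change of 0.39 (standard error 0.17) and an adjusted p of 0.094 from edgeR, and the groups overlapped. JUNB passed the threshold without the filter on low counts (adjusted p = 0.0077) or without replicate 3 of the controls (adjusted p = 0.0058, edgeR in both cases), whereas its log2 fold change was 0.12 with offsets for GC content and transcript length, chosen after the data were seen (adjusted p = 0.36), and 0.19 without replicate 1 of the controls (adjusted p = 0.23).
NFE2L3, the most abundant of the bZIP genes named by the paper (chromosome 7, 26152198 to 26187137), fell from 371 ± 38 to 217 ± 5 CPM (SD, n = 3 in each group), a log2 fold change of -0.77 (standard error 0.08, adjusted p = 2.2e-05 from edgeR). It overlaps HNRNPA2B1 on the opposite strand, which was at 1733 CPM in the controls and 1187 CPM in 4th E20 - glass. JUNB likewise overlaps HOOK2, at 29.9 and 36.7 CPM. The largest rise in the family was that of DBP, a factor under circadian control, with a log2 fold change of 1.51 (standard error 0.14), and ATF5 was the other lower gene, with -0.45 (standard error 0.09). In BACH2, MAFB, MAF and NFE2L3 every library of one group lay above every library of the other (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow).

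**Figure D3:**
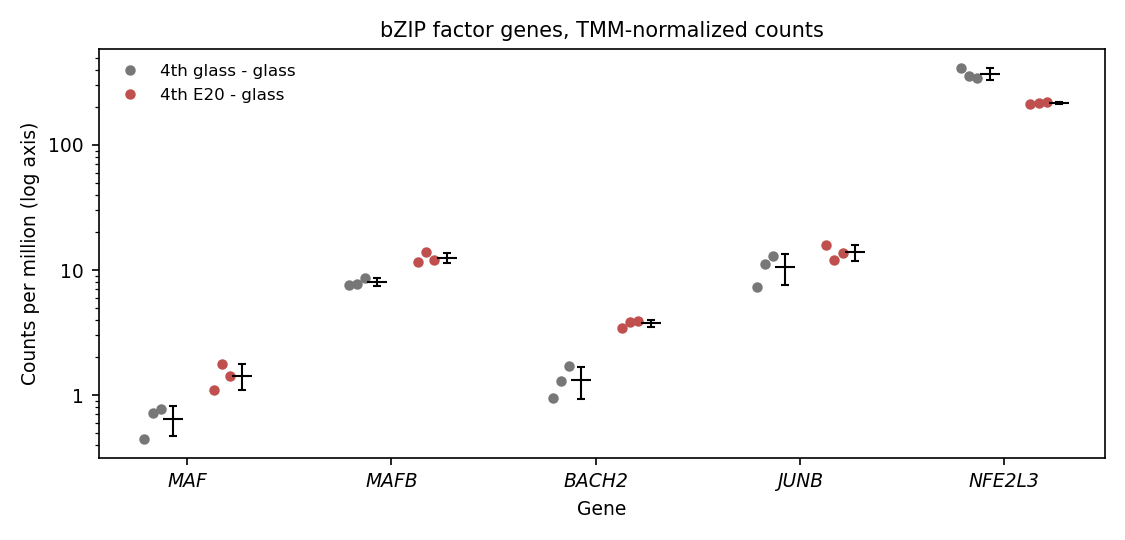
TMM-normalized CPM (log axis) of the bZIP genes named by the paper. Points are single libraries and the black marks are the mean ± SD of the 3 libraries of a group; MAF, MAFB and BACH2 lie higher and NFE2L3 lower in 4th E20 - glass without overlap, whereas the libraries of JUNB overlap.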

Maf factors are involved in the cell stress response and can interact alternatively with Bach or Nfe to promote transcription repression or activation^36^. It is also interesting that expression of the homeobox gene Cdx2 and the nuclear receptor family gene Hnf4α, two major regulators of intestinal homeostasis with tumour suppressor activity^37–39^, was downregulated, as well as stimulation of the Macc1 gene involved in metastasis^40^.

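CDX2, a homeobox regulator of intestinal identity (chromosome 13 of hg38, 27960918 to 27969315), was at 27.1 ± 2.9 CPM (SD, n = 3) in 4th E20 - glass and at 43.2 ± 1.9 (SD, n = 3) in 4th glass - glass. Its log2 fold change was -0.68 (standard error 0.09, adjusted p = 1.2e-04 from edgeR). The 314 tested genes of chromosome 13 had a median log2 fold change of -0.46, and 36.2% of the 94 genes of that chromosome expressed within a log2 CPM of 1 of CDX2 had a lower value than CDX2. In the 10 Mb window that holds CDX2 (20000001 to 30000000), the median of 66 tested genes was -0.41. HNF4A, a nuclear receptor of endodermal epithelia (chromosome 20, 44355699 to 44432845), fell from 21.2 ± 2.3 to 16.3 ± 0.3 CPM (SD, n = 3 in each group), a log2 fold change of -0.39 (standard error 0.10, adjusted p = 0.0081 from edgeR). In contrast, MACC1, a regulator of the MET receptor gene (chromosome 7, 20134655 to 20217404), rose 6.22-fold, from 5.45 ± 0.62 to 34.1 ± 3.5 CPM (SD, n = 3 in each group), a log2 fold change of 2.64 (standard error 0.11, adjusted p = 2.5e-08 from edgeR).
In the 3 genes the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that this design allows). Of 23 tested genes of intestinal differentiation, 4 were higher, CDX2 and HNF4A were lower and 17 did not pass the thresholds (4 higher and 2 lower adjusted over the list alone). The list did not stand apart from the other genes (camera adjusted p = 0.25), and its median log2 fold change of 0.22 turned to -0.08 without replicate 1 of the controls and to -0.15 without replicate 2 of 4th E20 - glass. The filter on low counts was applied anew in these fits, so that the members tested could differ. With offsets for GC content and transcript length, chosen after the data were seen, the median was 0.013. The higher genes included intestinal alkaline phosphatase ALPI (log2 fold change 2.72, standard error 0.27) and the brush border gene VIL1 (1.90, standard error 0.15). ALPI was weakly expressed, at 0.32 CPM in the controls and 2.24 CPM in 4th E20 - glass. HNF4A did not pass the threshold when any library other than replicate 1 of the controls was left out, with adjusted p between 0.018 and 0.036 from edgeR and log2 fold changes between -0.40 and -0.30 in these fits of fewer samples.

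**Figure D4:**
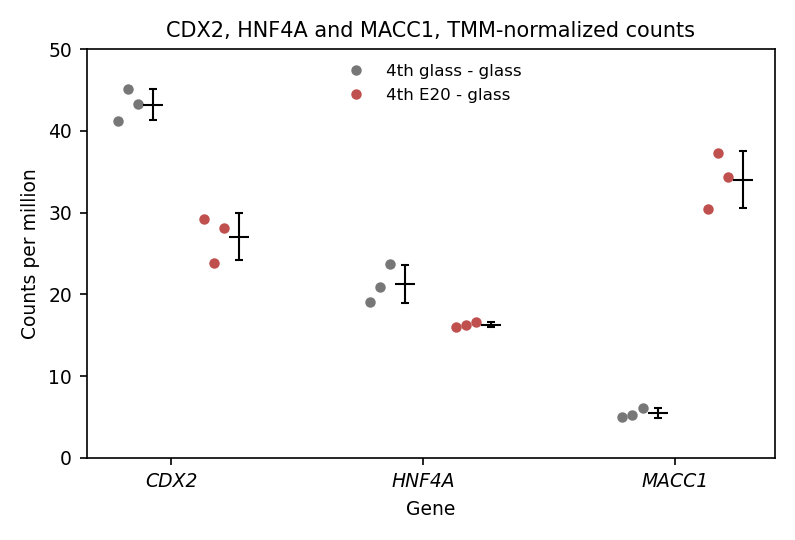
TMM-normalized CPM of CDX2, HNF4A and MACC1. Points are single libraries and the black marks are the mean ± SD of the 3 libraries of a group; CDX2 and HNF4A lie lower and MACC1 higher in 4th E20 - glass, without overlap.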

**Figure 8:**
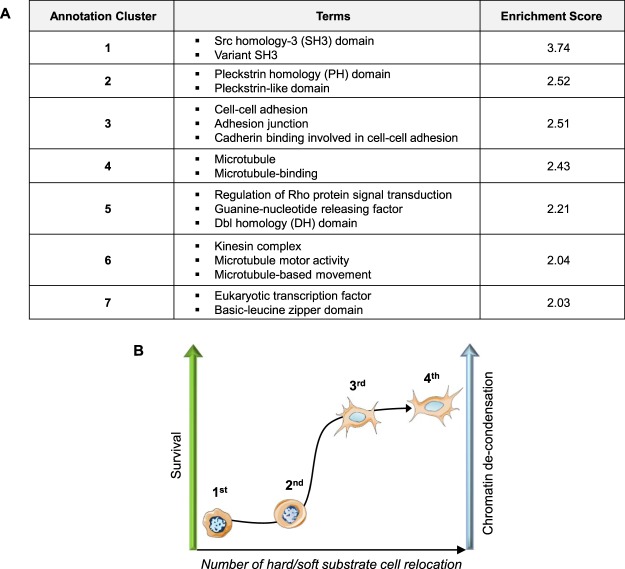
Functional clustering annotation of the differentially expressed genes. (**A**) Seven clusters identified with DAVID 6.8 with an enrichment score >2. (**B**) Cartoon summarizing the influence of the number of hard/soft substrate SW480 cell relocation on survival and chromatin conformation (hard = glass, soft = *E*_*20*_).

## Conclusion

The results reported herein are summarized schematically in Fig. 8B. Chromatin de-condensation appears to be the earliest early event in cell reprogramming. We demonstrate for the first time that purely mechanical cues elicit chromatin de-condensation similarly to TSA (inhibitor of histone deacetylase) in SW480 cancer cells. This new proposed approach is very easy to achieve by successive cell relocation to soft and glass adhesion substrates. Indeed, 4 glass-soft substrates cycles were effective to induce strong chromatin de-condensation in correlation with an increase of cellular survival. These cell fate changes corresponded to an adaptive and reversible process rather than irreversible gene mutation(s). This adaptive process was emphasized by modifications in gene expression patterns, including the genes for important transcription factors. This work revealsa key role of the mechanical properties of the cellular environment as epigenetic modulators and might suggest a mechanism of cell reprogramming.

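Members of further families of transcription factors, listed before the data were examined, differed between the groups. Of 32 tested nuclear receptor genes, 9 were higher and 2 were lower (10 and 2 adjusted over the list alone; camera adjusted p = 0.024, and adjusted p = 0.57 with an estimated correlation). The androgen receptor gene AR rose by 1.33 on the log2 scale (standard error 0.10, adjusted p = 1.2e-06 from edgeR) and the circadian repressor NR1D1 by 1.14 (standard error 0.11), and NR2F2 had the lowest value, -0.90 (standard error 0.09). Of 38 HOX and ParaHox genes, 2 were higher and 9 were lower (3 and 10 adjusted over the list alone; camera adjusted p = 0.031, and adjusted p = 0.57 with an estimated correlation). HOXA1 and HOXD13 had log2 fold changes of -1.09 (standard error 0.10) and -1.27 (standard error 0.22), and the higher genes were HOXC12 at 1.12 (standard error 0.29) and HOXD8 at 0.66 (standard error 0.13). HOXC12 was weakly expressed, at 0.38 CPM in the controls and 0.82 CPM in 4th E20 - glass.
The camera test did not separate the other families from the remaining genes. Among 16 SOX and TCF/LEF factors, 4 were higher and 1 was lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.89). SOX14 and SOX30, both weakly expressed, had log2 fold changes of 1.52 (standard error 0.25) and 1.25 (standard error 0.31), and SOX2 of -0.67 (standard error 0.14). Of 22 KLF and SP factors, 2 passed the thresholds, both higher, over all genes and adjusted over the list alone (camera adjusted p = 0.81). These were KLF7 at 0.95 (standard error 0.09) and KLF2 at 0.91 (standard error 0.21). ETS factors were divided, with 2 of 22 higher and 2 lower (the same numbers adjusted over the list alone; camera adjusted p = 0.89). The epithelial factor ELF3 had a log2 fold change of 0.98 (standard error 0.11) and ETV1 of 0.62 (standard error 0.07), whereas ETS1 and ETV3 had values of -1.09 (standard error 0.07) and -0.66 (standard error 0.07). In the forkhead and GATA factors, 3 of 34 were higher and 2 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.89), with FOXA2 at 0.87 (standard error 0.12), FOXL1 at 0.52 (standard error 0.10), FOXF2 at -0.43 (standard error 0.09) and FOXO1, on chromosome 13, at -0.43 (standard error 0.11). The paper does not discuss these families apart from CDX2 and HNF4A, which are among the lower genes. Of the changes in expression that it reports, those of transcription factor genes included, it states that they emphasized an adaptive process.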

## Methods

### Polyelectrolyte multilayer films

PLL (poly-L-lysine, MW = 5.7 × 10^4^ Da, Sigma, St. Quentin Fallavier, France) and HA (hyaluronic acid, MW = 4.0 × 10^5^ Da, BioIberica, Barcelona) were to construct the (PLL/HA)_24_ films, and PSS (poly sodium 4-styrenesulfonate, MW = 7.0 × 10^4^ Da, Sigma, St. Quentin Fallavier) and PAH (poly allylamine hydrochloride, MW = 7.0 × 10^4^ Da, Sigma) for the (PSS/PAH) capping films, which were deposited on top of the (PLL/HA)_24_ strata. PLL, HA, PSS, and PAH were dissolved at 1 mg/mL in a buffer solution containing 150 mM NaCl and 20 mM of tris(hydroxymethyl)-aminomethan (TRIS, Merck) at pH 7.4, and all rinsing steps were performed in the same buffer. (PLL/HA)_24_ strata and (PSS/PAH) capping films were prepared using a dipping machine (Dipping Robot DR3, Riegler & Kirstein GmbH, Berlin, Germany), on glass slides (VWR Scientific, Fontenay sous Bois, France). The apparent modulus of the (PLL/HA)_24_-(PSS/PAH) film was approximately 20 kPa^41,42^. For this film, we shall used the short-hand notation *E*_*20*_ (Fig. S5A,B).

### Cell culture

Colorectal adenocarcinoma SW480 cells (ATCC, CCL-228) were grown in RPMI-1640 medium (Invitrogen, Walthan, MA, USA) supplemented with glutamax, 10% FBS (Invitrogen), 100 µg/mL penicillin, 100 µg/mL streptomycin (Invitrogen), 0.025 U/mL insulin, 50 mg/mL hydrocortisone and 1.25 mg/mL G418 maintained at 37 °C with 5% CO_2_. To maintain the chromatin the euchromatin form on the 1^st^ *E*_*20*_, the cells were treated with 50 nM TSA (Sigma). On the 2^nd^ *E*_*20*_ cells that were cultured without drug during the 1^st^ *E*_*20*_ were treated with TSA during the 2^nd^ steps on *E*_*20*_. To maintain chromatin in the heterochromatin form on the 3^rd^ *E*_*20*_, cells cultured on the 1^st^ and 2^nd^ *E*_*20*_ without drug were treated with 100 µM ANA (Selleckchem) during the 3^rd^ step on *E*_*20*_.

### Cell culture model with changing mechanical properties

We studied the ability of SW480 cancer cells to survive changing mechanical properties by alternatively and repeatedly seeding them on soft and stiff matrices. More precisely, SW480 cells were seeded on *E*_*20*_-coated coverslips (denoted 1^st^ *E*_*20*_) placed in a 24-well plate (Nunc) at 1.10^5^ per cm^2^. The 1^st^ *E*_*20*_ matrices with the plated SW480 cells were moved for 24 h into new 24-well plates to avoid the collection of cells that would be in contact with the plastic surface of the well. The surviving cells were transferred by trypsin addition and amplified for two weeks on glass (denoted 1^st^ *E*_*20*_ - glass). Then, these cells were seeded for the second step of 24 h on *E*_*20*_ (denoted 2^nd^ *E*_*20*_) at 1.10^5^ per cm^2^, followed by amplification of the surviving cells on glass. The control glass substrate corresponded to cells that were seeded 5, 3, 3, 4 and 5 times seeded on glass by trypsinization for the life/dead assay (5^th^ glass), immunofluorescence microscopy (3^rd^ glass), live cell imaging (3^rd^ glass), electron microscopy (4^th^ glass) and transcriptomic analysis (5^th^ glass) respectively. Of note, the amplification time of the cells on glass was shorter due to the greater number of surviving relocated cells. The same procedures were performed up to the 5^th^ *E*_*20*_. The timing and conditions of the experiments are shown schematically in Fig. 1. For the glass + TSA and 1^st^ *E*_*20*_ + TSA conditions, cells in culture dishes were treated for 24 h with TSA and then seeded either on glass or on the 1^st^ *E*_*20*_ for 24 h, always in presence of TSA. For the 3^rd^ *E*_*20*_ + ANA condition, the cells that were amplified on glass after the 2^nd^ step on *E*_*20*_ were treated for 24 h with ANA and then transferred onto the 3^rd^ *E*_*20*_ for 24 h in the presence of ANA. Of note, the location on *E*_*20*_ over 24 h was followed by relocation to a new *E*_*20*_ for 24 h, which differed from the location of cells over 48 h on *E*_*20*_ because, in the first condition, dying cells that could potentially influence the behaviour of the surviving cells were no longer present on the new *E*_*20*_ substrate. Our data emphasize that the progressive acquisition of cell resistance by repeated seeding on soft matrices requires intermediate steps of cell proliferation on rigid substrate.

### Life/dead assay

See Supplementary Methods.

### Immunofluorescence microscopy

Cells were seeded on the matrices (see Fig. 1) at 1.10^5^ per cm^2^ and cultured for 24 h. The cells were then fixed/permeabilized in 3.7% (w/v) PFA in PBS plus 0.1% Triton X-100 for 15 min with 10% decomplemented FBS (Invitrogen). The cells were incubated with anti-vinculin (1:100, clone hVin-1, Sigma) and anti-acetyl-histone-H3-Lys14 (1:100; Millipore) and then incubated with FITC-conjugated secondary antibody (1:500; AnaSpec). The cells were incubated with TRITC-phalloidin (1 µg/mL) for actin staining and with Hoechst 33258 (20 µg/mL) for DNA. Samples were mounted in VectaShield (Vector Laboratories, Burlingame, CA). Fluorescence images were captured using a Nikon Elipse Ti-S with 60x PL APO (1.4 NA) objective equipped with a Nikon Digital Camera (DS-Qi 1Mc with NIS-Elements Br software) and processed with ImageJ. The cross-sectional area of the nucleus was measured in the median focus plane of the nuclei. Simultaneously, the fluorescence intensity in this plane, corresponding to the analysed protein, was recorded. This measurement provides fluorescence intensity per unit area of the nucleus and represents a qualitative indication of the protein level in the nucleus. Confocal microscope observations were performed with a Zeiss LSM 510 microscope using the x40/1.4 oil immersion objective. FITC-fluorescence was detected after excitation at 488 nm with a cut-off dichroic mirror of 488 nm and emission bandpass filter of 505–530 nm. Rho fluorescence was detected after excitation at 543 nm with dichroic mirror of 543 nm and emission long-pass filter of 585 nm.

### Live cell imaging

Cells were plated at 1.10^5^ per cm^2^ on *E*_*20*_ film-coated coverslips (see Fig. 1 for the experimental setup) and mounted in a Ludin Chamber (Life Imaging Services, Basel, Switzerland) at 37 °C, 5% CO_2_. After 24 h of culture in the incubator, the time-lapse sequence during 20 h was initiated on an Nikon Ti-E microscope equipped with a 40x PL PH2 (0.65 NA) objective and with a Andor Zyla sCMOS camera and driven by the Nikon NIS-Elements Ar software. Images were acquired every 15 min for 20 h simultaneously by phase contrast and by fluorescence microscopy with nuclear staining with Hoechst 33342 (2 µg/mL). Cell tracking was performed with the software “NIS-Elements Ar 3D tracking” (Nikon) was carried out in different fields of the substrates. First, the software detected objects, such as “nuclei”, by thresholding, which were then tracked over the 20 hours. Phase contrast images were used to check the viability of the followed cells. Cells that died during the experiment were eliminated. For each cell, we extracted speed data and (x, y) coordinates. From these coordinates, Sigma Plot software allowed the creation of a graph showing the cell trajectories, where the starting position of each cell was registered to the centre of the plot. ImageJ software was used to produce movies. In parallel, we measured the length of the nucleus for 100 cells in the different conditions, and the mean was 11.4 µm. To differentiate the cells that explored a more or less extended area, we chose to define a circle with a diameter equal to 2 times the mean length of the nuclei and centered on the starting point of each cell trajectory. Thus, we could discern two classes: the class 1 contained the cells that exited at least once from the circle with a radius of 11.4 μm, and class 2 represented the cells that did not exit from this circle (Fig. S6).

### Electron microscopy

See Supplementary Methods.

### Morphological analysis

See Supplementary Methods.

### Transcriptomic analysis

Cells amplified on glass for 1 week after the 4^th^ passage on *E*_*20*_ and control cells grown continuously on glass were collected for RNA preparation. RNA was extracted using TRI Reagent (Life Technologies Ambio, Houston, TX) and treated with DNAse (RQ1 RNAse-free DNAse, Promega Inc.). RNA integrity was checked on nano RNA chips with a Bioanalyser 2100 (Agilent Technologies, Santa Clara, CA, USA). Next, 1 µg of total RNA was used to construct the mRNA-seq libraries with the Illumina TruSeq RNA sample kit following the manufacturer’s instructions. Libraries were validated and quantified on DNA1000 chips and a Bioanalyser 2100. All samples were sequenced on the flow cell HS276 in 50-length single read. Reads were mapped onto the hg38 assembly of the Homo sapiens genome using Tophat 2.0.10^43,44^ and Bowtie version 2–2.1.0^45^. Only uniquely aligned reads were retained for further analyses. Quantification of gene expression was performed using HTSeq-0.6.1^46^. Read counts were then normalized across libraries as previously described^47^. Comparisons of interest were performed using the statistical method proposed by Anders and Huber^47,48^. The resulting p-values were adjusted for multiple testing using the Benjamini and Hochberg method^49^. Functional annotation was performed using DAVID 6.8^50^. The transcriptomic data are available under the following reference GSE 106 166.

### Statistical analysis

Statistical significance between different experimental setups for the percentage of heterochromatin, percentage of surviving cells, vinculin length, the mean speed of cell class 1 and fluorescence of Histone H3 acetylation were determined by one-way ANOVA test with Dunn’s method of correction for multiple comparisons. A value of p < 0.05 is noted on the graphs by **, which was considered statistically significant.

## Electronic supplementary material

Supplementary information

Supplementary Table 1

Movie 1

Movie 2

Movie 3

Movie 4

Movie 5

Movie 6

Movie 7

# Supplementary material for: Chromatin de-condensation by switching substrate elasticity
**Source:** Sci Rep. 2018 Aug 23;8:12655. doi: 10.1038/s41598-018-31023-2
**Supplement:** Supplementary file 1 — Supplementary information

Chromatin de-condensation by switching substrate elasticity

Morgane Rabineau^{a,b,e,1}, Florence Flick^{a,b,e,1}, Claire Ehlinger^{a,b,e}, Eric Mathieu^{a,b,e}, Isabelle Duluc^{c,e}, Matthieu Jung^d, Bernard Senger^{a,b,e}, Leyla Kocgozlu^{a,b,e}, Pierre Schaaf^{a,b,e}, Philippe Laval^{a,b,e}, Jean-Noël Freund^{c,e}, Youssef Haikel^{a,b,e}, Dominique Vautier^{a,b,e,*}

^a Inserm UMR-S1121, 11 rue Humann, 67085 Strasbourg, France;

^b Université de Strasbourg, Faculté de Chirurgie Dentaire, 8 rue Sainte Elisabeth, 67000 Strasbourg, France;

^c Inserm UMR-S1113, 3 avenue Molière, 67200 Strasbourg, France;

^e Fédération de Médecine Translationnelle, Strasbourg, France.

¹Morgane Rabineau and Florence Flick contributed equally to this work

Supplementary Information

Supplementary methods

Life/dead assay

Apoptotic, necrotic and healthy cells were assessed using the apoptotic/necrotic/healthy cells detection kit (PromoKine) according to the manufacturer's instructions. Cells were observed by fluorescence microscopy and analysed using ImageJ (<http://rsb.info.nih.gov/ij/>). Briefly, using ImageJ, the 3 channels blue, green and red corresponding, respectively, to the cells labelled with Hoechst 33342 (blue only, DNA), Annexin V-FITC (apoptotic cells) and EthD-III (necrotic cells) were superimposed. Quantification of positive cells in these different signals was performed using the ImageJ plugin "Cell Counter".

Electron microscopy

Cells seeded at 1.10^5 per cm^2 on the soft matrices (for notation see Fig. 1) were cultured for 24h and fixed in 2% PFA-2% glutaraldehyde in 50 mM cacodylate buffer at pH 7.4 for 2h and then fixed in 1% osmium tetroxide in 125 mM cacodylate for 30 min. For the 1st E_{20} - glass, 2nd E_{20} - glass, 3rd E_{20} - glass and 4th E_{20} - glass conditions, cells that reached confluence were fixed as described above at D15, D25, D32 and D39 respectively (see Fig. 1). Samples were dehydrated in solutions with a gradually increasing concentration of ethanol content (50, 70, 95, and 100% three times) for 15 min each. Cells in contact with the E_{20} films after 24h of culture were included in epoxy resin (48.2% epon 812, 34% anhydride nadic methyl, 16.4% anhydride [2-dodecenyl] succinic, and 1.5% 2,4,6-tris dimethylaminoethyl phenol) for 48h at 60°C. After resin polymerization, to be able to cut them, a heat shock was first performed to remove the glass coverslips. To obtain transverse sections of cells, the cutting surface was reoriented by preparing a small block using a circular saw (Bronwill Scientific, USA) and adhering them to new ones. Ultra-thin cross-sections (100 nm) were acquired using an automatic ultramicrotome (Ultracut-E Ultramicrotome, Reichert Jung, USA). Sections containing the median plane of the nucleus with the nucleolus were selected for observations. Sections were stained with 5% uranyl acetate for 20 min and stained by 4% lead citrate. The specimens were observed with a transmission electron microscope EM208 (FEI Company, Philips, Netherlands) operating with an accelerating voltage of 70 kV. Images were captured on argentic SO163 Kodak films.

Morphological analysis

ImageJ was used to analyse the proportion of heterochromatin in the electron microscopy images. Approximately 20 cell nuclei were analysed for each data set. To determine the proportion of heterochromatin on the nuclear surface, we used a stereological method as we previously reported¹¹. Briefly, after delimiting the nuclear compartment and calculating its surface in pixels, the area of the heterochromatin surface was determined by applying an intensity threshold on filtered images by Gaussian blur with radius 2. Then, the percentage of heterochromatin was determined by reporting the heterochromatin area in the total nuclear surface.

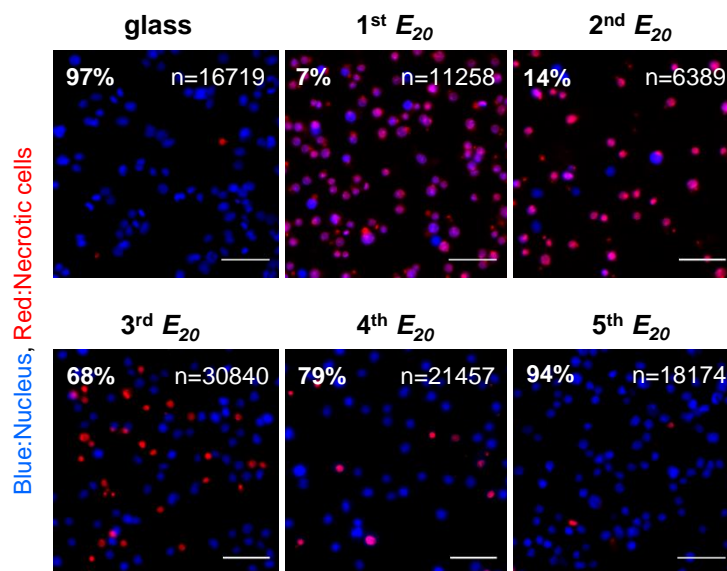

Supplementary Fig. S1

Representative images of cells cultured for 24h on glass, 1st E_{20} , 2nd E_{20} , 3rd E_{20} , 4th E_{20} and 5th E_{20} analysed using the apoptotic/necrotic/healthy cells kit.

Cell superpositions with Hoechst 33342 (blue: nucleus) and EthD-III (red: necrotic cells). %: percentage of surviving cells, n: number of cells counted. Scale bars: 50 μ m.

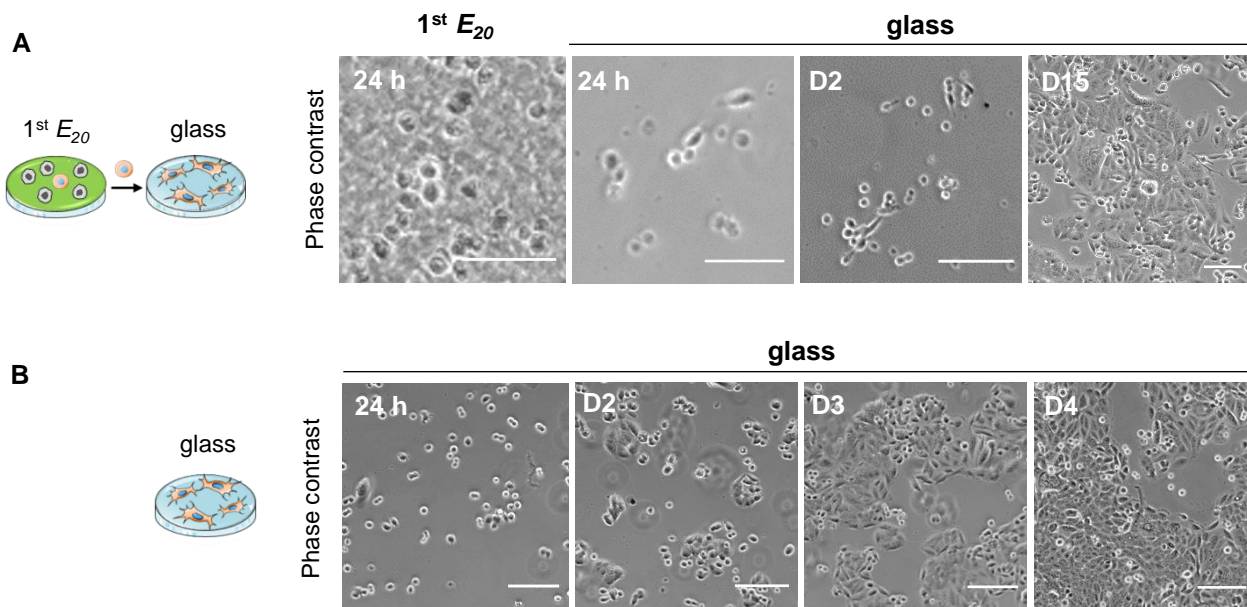

Supplementary Fig. S2

SW480 cells at different times after transfer to glass by phase contrast microscopy.

A) After 24h on E_{20} preceding transfer to glass. B) Without previous seeding on E_{20} . (A and B)
Scale bars: 100 μm .

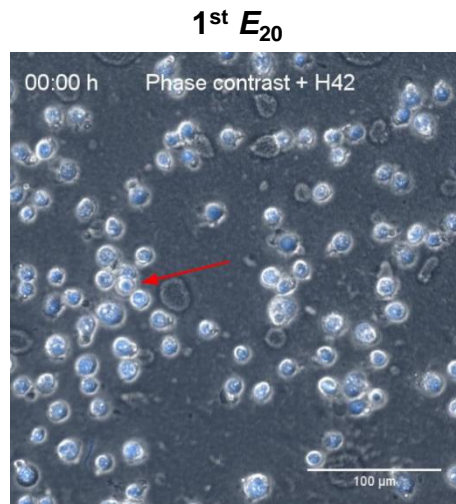

Movie 2

Supplementary Fig. S3

Time-lapse image of SW480 cells on 1st E_{20} by phase contrast microscopy and nuclear staining with Hoechst 33342 acquired every 15 min for two independent experiments. Red arrow=surviving cell.

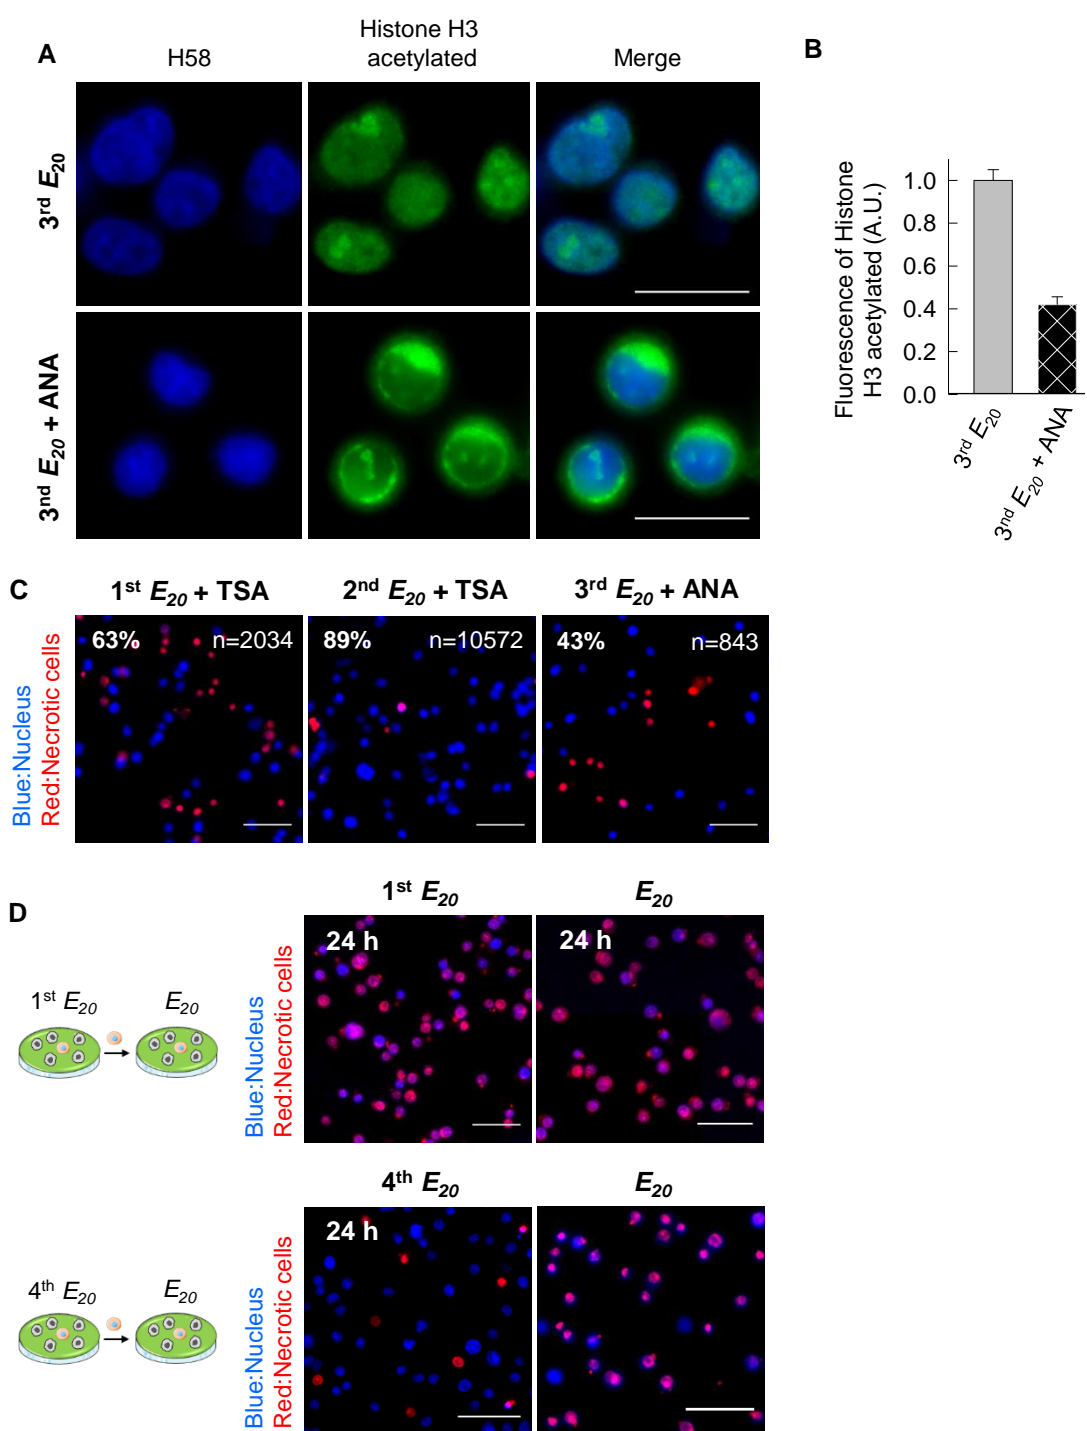

Supplementary Fig. S4

Histone H3 acetylation after ANA inhibition of SW480 cells on the 3rd E_{20} .

A) Immunolabelling with anti-H3K14 and counterstaining with Hoechst 33258. For histone H3 acetylation inhibition, cells were cultured for 24h on 3rd E_{20} with ANA. Scale bars: 20 μ m. B) Fluorescence intensity, based on A, for the nuclear histone H3 acetylation signal using ImageJ (the value of 1 was arbitrarily attributed to cells on 3rd E_{20} without ANA). The results from two independent experiments are shown (error bars represent s.e.m.). C) Representative images of cells cultured for 24h on 1st E_{20} + TSA, 2nd E_{20} + TSA and 3rd E_{20} + ANA analysed using the apoptotic/necrotic/healthy cells kit. Cell superposition with Hoechst 33342 (blue: nucleus) and EthD-III (red: necrotic cells). The % and n in the images are the percentage of surviving cells and the number of cells counted, respectively. Scale bars: 50 μ m. D) Representative images of cells cultured for 24h on the 1st E_{20} followed by 24h on E_{20} or 24h on the 4th E_{20} followed by 24h of culture on E_{20} (without an intermediate step) on glass analysed using the apoptotic/necrotic/healthy cells kit.

A

Structure	E (kPa)<br>Young modulus	Notation
(PLL/HA) ₂₄ -(PSS/PAH)	~ 20	E ₂₀

B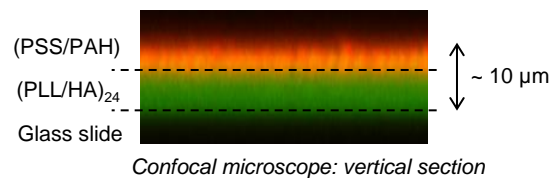

Supplementary Fig. S5

Polyelectrolyte multilayer films characterization.

A) Elastic modulus of (PLL/HA)₂₄-(PSS/PAH). B) Vertical section image of a (PLL/HA)₂₃-PLL^{FITC}-HA-(PSS/PAH)₂-PSS^{Rho}-PAH multi-layered film observed by confocal microscopy.

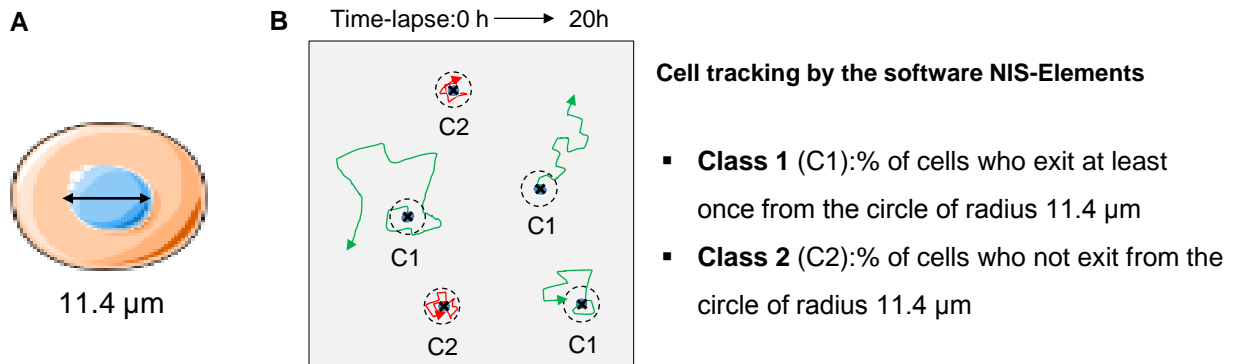

Supplementary Fig. S6

Method to discern two classes of cells.

A) Cartoon of a cell showing the mean size of the nuclei measured in 100 SW480 cells in different conditions (see Fig. 1). B) Example of different tracked cells..

Supplementary Table S1

Differentially-expressed genes in cells at the 4th E_{20} - glass step versus cells at the 4th glass - glass step. Thresholds were: absolute Fold Change > 1.3; adjusted p-value < 0.01. 

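The libraries of a group resembled each other more than those of the other group. Across the tested genes, Pearson's r of log2 CPM was between 0.9905 and 0.9953 for pairs of the same group and between 0.979 and 0.986 for pairs of different groups; this is a correlation across genes, which are not independent replicates. The first principal component held 61.9% of the variance and separated 4th E20 - glass from 4th glass - glass. Replicate 1 of the controls lay apart from replicates 2 and 3, with a position of -51.4 on this component against -31.6 and -23.0. The common dispersion of the counts corresponded to a biological coefficient of variation of 8.99%.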

RNAseq data were obtained from 3 independent samples in each case.

How the deposited data were processed for this re-analysis (not part of the article)

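Gene expression was measured by mRNA sequencing in SW480 cells, in 3 libraries of cells collected after the 4th cycle of E20 and glass and 3 libraries of cells continuously seeded on glass. The authors mapped the reads to hg38 with TopHat and Bowtie, kept uniquely aligned reads and deposited raw HTSeq counts per Ensembl gene, which are not normalized. The submitters' processing notes name bcl2fastq 2.17.1.14, TopHat2 2.0.14, Bowtie2 2.1.0.0 and HTSeq. The strand setting and the annotation release are not given in the sources used here. Each file holds 60504 gene rows and 5 summary rows that name no gene. The summary rows were left out of library sizes and tests. Reads outside any gene made up 8.52% to 10.7% of assigned, ambiguous and unassigned reads together, and ambiguous reads 1.95% to 2.10%. Gene names, types and positions came from GENCODE release 44 of the same build, which holds 56558 of the 60504 gene identifiers.

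The counts per library were 38221914 to 56263141 in the controls (median 55550946) and 43493911 to 55478175 in 4th E20 - glass (median 46381570). The differential test was edgeR 4.0.16 in R 4.3.3 on the deposited counts, with filterByExpr (18760 genes kept), TMM factors, glmQLFit and glmQLFTest on the group alone. Genes with a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.3 were taken as differentially expressed, the thresholds of the paper. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F. Normalized values are CPM (counts scaled to a common library size) with TMM factors. For single genes an exact permutation test was added, whose smallest two-sided p is 0.1 for 3 libraries against 3. The labels and the paper describe 3 samples per group, and the supplementary legend calls them independent; nothing says that they came from separate rounds of seeding, so that p-values measure the spread between these samples.

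Named genes were chosen by a rule written before the data were examined. They are the 8 genes named by the paper; the 10 largest rises and 10 largest falls past both thresholds with a gene symbol, at least 5 CPM in the higher group and groups that do not overlap; and in each list described, up to 2 members per direction with the largest change past the thresholds, or the member with the smallest p. The 41 gene lists were written from general knowledge before the data were examined. They cover the 7 families of Fig. 8A, 6 families of transcription factors, intestinal, mechanical, chromatin, stress and metabolic programs, technical lists and markers of other cell types. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes and with an estimated correlation, adjusted over the 41 lists. The families of Fig. 8A were also tested by a one-sided Fisher's exact test against all other tested genes. Chromosomes with at least 50 tested genes were compared by the median log2 fold change and by camera. The steps were tested on simulated data drawn from the means and library sizes of these libraries. In the simulation of 4th E20 - glass against 4th glass - glass, 18413 genes passed the filter on low counts. Of 200 genes changed at random, 58.2% were recovered at a fold change of 1.5, 82.1% at 2 and 81.8% at 3. The 18300 genes simulated without a change, counted before that filter, gave 4 calls.

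The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, median-of-ratios (RLE) factors or library totals in place of TMM, no filter or at least 10 counts in every library, no fold-change minimum, a test against that minimum, an adjusted p under 0.05, the replicate number as a block, each library left out in turn, and, for the lists, fry and an adjustment over the list alone. Each fit without a library filtered the genes anew, so that the tested members of a list could differ. Offsets for GC content and transcript length, and leaving out the genes of chromosome 13, were added after the data were seen. Scaling by library totals moved the median log2 fold change of all tested genes to 0.11, against 0.02 with TMM. The annotation terms behind Fig. 8A and the shares for nucleus, acetylation and transcription were not used here.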

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

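The tests of GC content, of parts of chromosome 13, of replicate 1 of the controls and of culture time were chosen only after the results were seen; the test for a gained or lost chromosome was planned, and the counts over other splits of the libraries were planned before their results were seen.

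The genes of chromosome 13, which the paper does not discuss as a group, were lower together in 4th E20 - glass. Their median log2 fold change was -0.455 over 314 tested genes, of which 158 were differentially expressed and lower and 8 higher (camera adjusted p = 4.65e-30, and adjusted p = 0.217 with an estimated correlation), and 83.8% of them lay below 0 against 47.6% of the genes of the other chromosomes. Among the genes of this chromosome with a mean log2 CPM of at least 3, the levels relative to the controls were -0.551, -0.531 and -0.530 in the 3 libraries of 4th E20 - glass and 0.100, -0.028 and -0.068 in the controls. A gain or loss of a chromosome predicted a median beyond 0.2 in size, and the value of -0.455 met this; offsets for GC content and transcript length left a difference of -0.423 from the other chromosomes, which argues against these as the whole cause, and the highest median of a 10 Mb window with at least 20 genes was -0.318, which argues against regulation of only one part of the chromosome. A candidate explanation is therefore a lower copy number of chromosome 13 in 4th E20 - glass, or a higher one in the controls: a step from 3 to 2 copies would give -0.585 and a step from 4 to 3 would give -0.415. It stays a hypothesis, since no DNA and no cells before cycling were measured and the 10 splits of the libraries are too few to test chance (largest chromosome median 0.455 for the real split and 0.207 at most for the others). Chromosome 13 had the largest median in each of the other splits too. These splits keep part of the real contrast, so that their values are not a chance level.

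Along chromosome 13, the 4 windows with at least 20 genes that start before 60 Mb had medians of -0.422 to -0.318, and the 3 that start after 70 Mb had medians of -0.815 to -0.615. A single copy step of the whole chromosome would give a similar median along it, such as the -0.585 or -0.415 given above. The medians of the windows that start after 70 Mb lay below both values, the nearest at -0.615. A step from 2 copies to 1 would give -1, below all these medians. No error was estimated for the window medians, so that whether a single step accounts for both parts was not tested. CDX2 lay 0.221 below the chromosome's median on the log2 scale (a difference of -0.221), and the genes of chromosome 13 made up 11.4% of all lower genes but 1.67% of tested genes.

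The lists below are not discussed by the paper as groups, although it names CDX2 and HNF4A from among them. They stood apart from the other tested genes in the camera test, but none of them did so with an estimated correlation. The 10 splits of the libraries are too few to exclude chance. The real split called 11 of the 41 lists, and the splits that mixed the groups called 5 to 13 (2 splits reached 11, the real one included). The number of lists called in the real split lay within the range of the mixed splits. The mixed splits hold unequal numbers of both conditions on each side and keep part of the real contrast. Their numbers are therefore not a chance level, and no conclusion is drawn from them. Hypoxia and glycolysis genes had a median log2 fold change of 0.30, with 12 of 36 higher and the others not past the thresholds (12 adjusted over the list alone; camera adjusted p = 1.74e-09, and adjusted p = 0.528 with an estimated correlation). They included the aldolase gene ALDOC (log2 fold change 1.97, standard error 0.12) and the carbonic anhydrase gene CA9 (1.83, standard error 0.15). NF-kB and inflammatory genes had a median of -0.445, with 12 of 25 lower (13 adjusted over the list alone, camera adjusted p = 2.66e-07, and adjusted p = 0.472 with an estimated correlation). Leaving out single libraries gave medians of -0.684 to -0.400. Among the lower genes were LCN2 and CXCL1 (-1.37, standard error 0.34). CXCL1 was weakly expressed, at 0.69 CPM in the controls and 0.26 CPM in 4th E20 - glass. Genes of the unfolded protein and integrated stress response had a median of 0.275, with 12 of 31 higher and 2 lower (the same numbers adjusted over the list alone; camera adjusted p = 1.27e-06, and adjusted p = 0.528 with an estimated correlation). The glutathione-degrading enzyme CHAC1 rose by 1.56 on the log2 scale (standard error 0.16) and DDIT3, the factor CHOP, by 1.47 (standard error 0.09), while VLDLR was at -0.55 (standard error 0.08) and DNAJC3, on chromosome 13, at -0.73 (standard error 0.08).

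YAP/TEAD target genes had a median of -0.187, with 2 of 25 higher and 6 lower (the same numbers adjusted over the list alone; camera adjusted p = 0.00109, and adjusted p = 0.472 with an estimated correlation), ANKRD1 at -0.88 (standard error 0.10) and ARHGEF17 at 0.71 (standard error 0.14). Actomyosin contractility genes had a median of -0.131, with 3 of 42 higher and 9 lower (the same numbers adjusted over the list alone; camera adjusted p = 0.0237, and adjusted p = 0.472 with an estimated correlation), RHOU at -1.04 (standard error 0.09) and the kinase MYLK at 1.17 (standard error 0.14). Cell cycle and proliferation genes had a median of -0.169, with 1 of 50 higher and 6 lower (the same numbers adjusted over the list alone; camera adjusted p = 0.0121, and adjusted p = 0.653 with an estimated correlation), CCNE1 at -0.84 (standard error 0.13), CCNB1 at -0.75 (standard error 0.11) and ESPL1 at 0.58 (standard error 0.10). The medians of the nuclear receptors (0.170) and of the HOX and ParaHox genes (-0.157) belong to the counts given for these families. Leaving out single libraries gave medians of 0.112 to 0.245 for the nuclear receptors and -0.182 to -0.111 for the HOX and ParaHox genes. Ribosomal protein genes had a median of 0.147, with 4 of 78 higher (1 adjusted over the list alone; camera adjusted p = 0.0237, and adjusted p = 0.835 with an estimated correlation), RPS15 at 0.54 (standard error 0.09); this call ended without replicate 3 of the controls (median 0.050, adjusted p = 0.432) or replicate 1 of 4th E20 - glass (0.074, adjusted p = 0.293). Mitochondrially encoded genes had a median of -0.250, with 1 of 13 lower, MT-ND1 at -0.46 (standard error 0.09; 1 adjusted over the list alone; camera adjusted p = 0.0237, and adjusted p = 0.606 with an estimated correlation), and this call ended without replicate 1 of the controls (median -0.165, adjusted p = 0.0603) and with offsets for GC content and transcript length (median -0.149, adjusted p = 0.105).

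For the hypoxia and glycolysis genes, offsets for GC content and transcript length left a median of 0.323, which argues against these as the whole cause. A longer or denser culture on glass before collection stays open. Fig. 1 draws a shorter growth on glass for the controls than after the 4th E20, so that culture time differs with the groups, and the lower median of the cell cycle genes (-0.169) would go with either. The 2 cannot be told apart, because no library separates cycling on E20 from the time of growth on glass.

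The fold changes also depended on the GC content of the transcripts, with Spearman's rho of 0.384 across 12802 genes, which are not independent replicates. The median log2 fold change went from -0.149 in the tenth of genes with the lowest GC content to 0.266 in the tenth with the highest. Slopes on GC content were taken from each library's deviation from the mean of the 6 libraries, so that 1 library also shifts the slopes of the others. On this relative scale, replicate 1 of the controls had the steepest slope, -0.228 on the log2 scale per 10 percentage points of GC. The other controls had slopes of -0.040 and 0.013, and 4th E20 - glass 0.049 to 0.108. Without replicate 1 of the controls rho was 0.249, still above 0.2, which argues against that library as the whole cause but leaves it as part of it. Whether the remainder comes from the libraries or from the cells is open, as the mark in the names of the deposited data follows the groups, and no biological explanation was tested.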

How the results depend on the processing

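Offsets for GC content and transcript length and leaving out chromosome 13 were chosen after the data were seen. The number of differentially expressed genes stayed within 1.5 times 3224 under DESeq2 (3328, of which 3020 were shared in direction), limma-voom (3162), RLE factors (3289), library totals (3022), no filter (3947), at least 10 counts in every library (2940), no fold-change minimum (3768), an adjusted p under 0.05 (4384), GC and length offsets (3113, of which 2494 were shared) and without chromosome 13 genes (3058). A test against the fold-change minimum itself called 996 genes (680 higher, 316 lower), by construction a stricter test, and library totals alone called 799 lower genes against 1385, which goes with a median of all genes raised to 0.107. Leaving out each library in turn gave 2047 to 4206 genes, 1124 to 2418 higher and 891 to 1788 lower; the lowest counts came without replicate 2 of the controls (2047) and replicates 3 (2078) and 2 (2107) of 4th E20 - glass, and these fits have fewer samples. The share was 17.186% of the genes passing the filter against 8.886% of detected genes. With the replicate number as a block (replicate block), 3837 genes were called, of which 3207 were shared. The deviations of libraries of the same number correlated at 0.100, -0.024 and 0.096, so the numbers were not taken to pair the samples, and not every library correlated best with its own number.

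Of the 7 families of Fig. 8A, tested as odds ratios, 4 that did not pass did so without a filter, a setting whose background includes genes too weakly expressed to be called: SH3 (2.625), pleckstrin homology (2.662), cell-cell adhesion (1.722) and microtubule proteins (2.453). The replicate block also brought SH3 (1.595) and pleckstrin homology (1.472) past the threshold, and GC and length offsets pleckstrin homology (1.532). Calls ended at an adjusted p under 0.05 for the genes in Rho exchange factors (1.683), kinesins (2.069) and bZIP factors (1.848), with a logistic regression on mean log2 CPM in Rho exchange factors (1.681), without chromosome 13 genes in Rho exchange factors (1.922), and with GC and length offsets in kinesins (1.273). The cause was not tested. Leaving out each library gave odds ratios of 1.326 to 1.900 for SH3 (1.313 with all libraries), 1.293 to 1.688 for pleckstrin homology, which passed without replicate 1 or 3 of the controls, 1.093 to 1.681 for microtubule proteins, which passed without replicate 3 of the controls, and 1.334 to 2.482 for kinesins. The number of lists called by camera was 11, and 0 with an estimated correlation (lowest adjusted p 0.472) and 17 with fry, which tests another hypothesis. The call of chromosome 13 (median -0.455) was lost with an estimated correlation (adjusted p = 0.217), which cannot alter the median itself; the median ranged from -0.491 to -0.415 without single libraries and was -0.543 in genes with a mean log2 CPM of at least 3. Chromosomes 14 (-0.134), 19 (0.145) and 22 (0.158), called with the preset correlation, were not called with GC and length offsets (-0.100, 0.040 and 0.057, adjusted p = 0.0764, 0.967 and 0.753) or with an estimated correlation, and chromosomes 19 (0.080, adjusted p = 0.246) and 22 (0.104, adjusted p = 0.077) not without replicate 1 of the controls. At these depths, 58.2% of genes changed 1.5-fold were recovered in simulated libraries. The 3224 calls could not be tested against chance with 10 splits of the libraries: the real split called 3224 genes and the highest of the others 0, and the families gave 3 calls against 0 (1 split, the real one, reached either value). The other splits mix the conditions, which widens the spread within their groups, so that their 0 calls are not a chance level.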

Differences from the paper's values

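The number of differentially expressed genes was 3224, against the paper's reported 2871 at the same thresholds. The tests differ: the paper names the statistical method of Anders and Huber and no filter on low counts. Here edgeR was used with TMM and such a filter. The share was 8.89% of the 36282 genes with at least 1 count in any library, against the paper's reported 11.57% of the transcripts identified. Neither differed by more than 1.5 times. The paper does not define the transcripts identified, so that the shares may rest on unlike totals.

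The paper lists JUNB among the upregulated bZIP factors. Here its log2 fold change was 0.39 (standard error 0.17, adjusted p = 0.094 from edgeR), above 0 but not past the threshold, while MAF, MAFB and BACH2 were higher and NFE2L3 lower past the thresholds. JUNB was called without the filter on low counts (log2 fold change 0.38, adjusted p = 0.0077) and without replicate 3 of the controls (0.56, adjusted p = 0.0058), and not with DESeq2 (0.38, adjusted p = 0.070), RLE factors (0.37, adjusted p = 0.099), the replicate block (0.41, adjusted p = 0.022), GC and length offsets, chosen after seeing the values (0.12, adjusted p = 0.36), or any other single library left out (adjusted p between 0.077 and 0.32).

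The paper lists SH3 domain, pleckstrin homology domain, cell-cell adhesion and microtubule clusters among its enriched annotations. The corresponding families, listed by hand and tested by Fisher's exact test, did not pass (adjusted p of 0.17, 0.15, 0.43 and 0.26), whereas the Rho exchange factors, kinesins and bZIP factors did (adjusted p = 0.033 each). All 4 passed without the filter on low counts, SH3 also with the replicate block and without replicate 2 or 3 of the controls or any 1 of the 4th E20 - glass libraries, pleckstrin homology with the replicate block and without replicate 1 or 3 of the controls, microtubule proteins without replicate 3 of the controls, and pleckstrin homology with GC and length offsets, which were chosen after seeing the values. The members of these lists are not those of the annotation terms used by the paper.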

Other observations

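Offsets for GC content and transcript length were chosen after the data were seen. Further gene groups, whose members are counted over all genes tested with the numbers adjusted over the list alone in brackets, did not stand apart as lists in the camera test (adjusted p from 0.0517 to 0.887 over the 30 lists not called). Of 38 genes of histone acetyltransferases and deacetylases, 6 were higher and 1 lower [6 and 1], with the deacetylase genes HDAC9 at a log2 fold change of 1.32 (standard error 0.18) and HDAC11 at 0.82 (standard error 0.14), and CLOCK, which has acetyltransferase activity, at -0.47 (standard error 0.07). Heterochromatin and DNA methylation genes were divided, 6 of 55 higher and 7 lower [6 and 7]. The linker histone gene H1-0 was at 0.68 (standard error 0.08), the H4K20 methyltransferase gene KMT5C at 1.02 (standard error 0.13), HMGA2 at -1.08 (standard error 0.09) and HMGB1, on chromosome 13, at -0.78 (standard error 0.09). Of 38 SWI/SNF and other remodellers, 2 passed the thresholds [2], SMARCA1 (-0.60, standard error 0.07) and BAZ1A (-0.59, standard error 0.08). In the nuclear envelope and lamina, 2 of 24 were higher and 3 lower [2 and 3], with the nesprin genes SYNE4 at 1.71 (standard error 0.20) and SYNE1 at 0.95 (standard error 0.13), and the lamin B receptor gene LBR at -0.77 (standard error 0.08) and ZMPSTE24, which processes prelamin A, at -0.67 (standard error 0.09). Focal adhesion and integrin genes counted 4 of 48 higher and 5 lower [4 and 5], ITGA10 at 1.47 (standard error 0.21), TNS1 at 1.34 (standard error 0.16) and ITGA6 at -0.61 (standard error 0.07). Extracellular matrix genes counted 3 of 39 higher and 5 lower [6 and 6], with COL6A1 at 0.79 (standard error 0.16), HYAL1 at 0.54 (standard error 0.13), and LTBP2 at -0.90 (standard error 0.09). Genes of the epithelial-mesenchymal transition went both ways, 6 of 28 higher and 5 lower [6 and 5], LOX at 1.88 (standard error 0.17), PDGFRB at 1.44 (standard error 0.30) and MMP9 at -2.27 (standard error 0.30). PDGFRB was weakly expressed, at 0.27 CPM in the controls and 0.75 CPM in 4th E20 - glass. Without replicate 1 of the controls the camera test called the focal adhesion list (median log2 fold change -0.167, adjusted p = 0.0146) and the nuclear envelope list (-0.156, adjusted p = 0.0235), as it did with GC and length offsets (-0.158, adjusted p = 0.00425, and -0.162, adjusted p = 0.0158). With all libraries and no offsets, these lists had adjusted p = 0.760 and adjusted p = 0.528 with an estimated correlation.

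Intestinal stem cell and WNT target genes counted 7 of 28 higher and 2 lower [7 and 2]. DKK4 was at 1.41 (standard error 0.17), BMI1 at -0.52 (standard error 0.10) and LRIG1 at -0.40 (standard error 0.08), and LGR5 had 47 counts over the 4th E20 - glass libraries and 2 over the controls, a ratio of 22.8 with a 95% exact interval of 5.98 to 194 that covers counting error only. The p53 target genes counted 5 of 24 higher and 4 lower [5 and 4], with BBC3 at 1.15 (standard error 0.14), TP53INP1 at 0.98 (standard error 0.13), EDA2R at -0.82 (standard error 0.18) and RRM2B at -0.58 (standard error 0.08). Apoptosis and necroptosis genes counted 6 of 44 higher and 7 lower [8 and 7], TNFSF10 at 1.19 (standard error 0.14), and CASP4 at -1.35 (standard error 0.13). Of 28 oxidative stress genes, 4 were higher and 1 lower [4 and 1], GPX2 at 1.60 (standard error 0.19), SLC7A11 at 0.90 (standard error 0.09) and GCLM at -0.56 (standard error 0.08). Heat shock genes counted 2 of 24 higher and 7 lower [2 and 7], CRYAB at 1.65 (standard error 0.34), HSPB1 at 0.54 (standard error 0.14), HSPA8 at -0.98 (standard error 0.12) and HSPH1, on chromosome 13, at -0.80 (standard error 0.09). CRYAB was weakly expressed, at 0.24 CPM in the controls and 0.75 CPM in 4th E20 - glass. Cholesterol and fatty acid synthesis genes counted 4 of 32 higher and 7 lower [4 and 7], SREBF1 at 0.65 (standard error 0.12), TM7SF2 at 0.57 (standard error 0.12), DHCR24 at -0.75 (standard error 0.08) and SC5D at -0.51 (standard error 0.07). Interferon response genes counted 9 of 45 higher and 3 lower [11 and 4], IFI27 at 1.59 (standard error 0.13), OASL at 1.18 (standard error 0.24), TAP2 at -0.56 (standard error 0.08) and HLA-B at -0.48 (standard error 0.08). Receptor tyrosine kinases and ligands counted 9 of 48 higher and 7 lower [10 and 7], KIT at 2.23 (standard error 0.40), PDGFC at 1.48 (standard error 0.23), ROR1 at -0.95 (standard error 0.11) and FGF9, on chromosome 13, at -1.46 (standard error 0.17). KIT and OASL were weakly expressed, at 0.23 and 0.61 CPM in the controls and 1.13 and 1.41 CPM in 4th E20 - glass. The camera test called the heat shock list without replicate 3 of the controls (median -0.206, adjusted p = 0.0209) and the cholesterol and fatty acid list without replicate 1 (-0.189, adjusted p = 0.0102) or replicate 2 (-0.150, adjusted p = 0.0445) of the controls or replicate 1 of 4th E20 - glass (-0.181, adjusted p = 0.0327). With GC and length offsets it called both, at medians of -0.127 (adjusted p = 0.0341) and -0.150 (adjusted p = 0.0133). With all libraries and no offsets, both had adjusted p = 0.571 with an estimated correlation.

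Of 24 immediate early genes, 7 were higher and the others did not pass [7], among them KLF2 and NR4A2 (0.77, standard error 0.13). Markers of other cell types were mostly weakly expressed. Of 6 fibroblast and endothelial markers 3 were higher [3], with DES at 1.37 (standard error 0.19) and at 2.44 CPM in 4th E20 - glass, and of 5 blood cell markers 2 were higher [2], CD19 at 1.96 (standard error 0.32) and CSF1R at 1.89 (standard error 0.41), both under 1 CPM in either group. Of 7 neural and neuroendocrine markers 2 were higher and 1 lower [3 and 1], NCAM1, ENO2 (0.77, standard error 0.09) and CHGB (-0.68, standard error 0.16). The camera test called the immediate early genes (median 0.284, adjusted p = 0.0268) and the blood cell markers (1.502, adjusted p = 0.0422) without replicate 2 of 4th E20 - glass, and the neural markers without replicate 1 or 3 of the controls or replicate 1 or 3 of 4th E20 - glass (medians of 0.293, 0.390, 0.342 and 0.319, adjusted p = 0.0235, 0.0209, 0.0327 and 0.0423), with the replicate block (0.324, adjusted p = 0.0421) and with GC and length offsets (0.268, adjusted p = 0.0209). With all libraries and no offsets, the immediate early genes had adjusted p = 0.760 with an estimated correlation, and the blood cell and neural markers adjusted p = 0.571 each.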
